# The Construction and Analysis of lncRNA–miRNA–mRNA Competing Endogenous RNA Network of Schwann Cells in Diabetic Peripheral Neuropathy

**DOI:** 10.3389/fbioe.2020.00490

**Published:** 2020-05-25

**Authors:** Cheng Wang, Xiang Xu, Jing Chen, Yu Kang, Jiahe Guo, Dominik Duscher, Xiaofan Yang, Guojun Guo, Sen Ren, Hewei Xiong, Meng Yuan, Tao Jiang, Hans-Günther Machens, Zhenbing Chen, Yanhua Chen

**Keywords:** diabetic peripheral neuropathy, Schwann cells, mRNA, lncRNA, miRNA, RNA sequencing, competing endogenous RNA

## Abstract

**Background:**

Diabetes mellitus is a worldwide disease with high incidence. Diabetic peripheral neuropathy (DPN) is one of the most common but often ignored complications of diabetes mellitus that cause numbness and pain, even paralysis. Recent studies demonstrate that Schwann cells (SCs) in the peripheral nervous system play an essential role in the pathogenesis of DPN. Furthermore, various transcriptome analyses constructed by RNA-seq or microarray have provided a comprehensive understanding of molecular mechanisms and regulatory interaction networks involved in many diseases. However, the detailed mechanisms and competing endogenous RNA (ceRNA) network of SCs in DPN remain largely unknown.

**Methods:**

Whole-transcriptome sequencing technology was applied to systematically analyze the differentially expressed mRNAs, lncRNAs and miRNAs in SCs from DPN rats and control rats. Gene ontology (GO) and KEGG pathway enrichment analyses were used to investigate the potential functions of the differentially expressed genes. Following this, lncRNA-mRNA co-expression network and ceRNA regulatory network were constructed by bioinformatics analysis methods.

**Results:**

The results showed that 2925 mRNAs, 164 lncRNAs and 49 miRNAs were significantly differently expressed in SCs from DPN rats compared with control rats. 13 mRNAs, 7 lncRNAs and 7 miRNAs were validated by qRT-PCR and consistent with the RNA-seq data. Functional and pathway analyses revealed that many enriched biological processes of GO terms and pathways were highly correlated with the function of SCs and the pathogenesis of DPN. Furthermore, a global lncRNA–miRNA–mRNA ceRNA regulatory network in DPN model was constructed and miR-212-5p and the significantly correlated lncRNAs with high degree were identified as key mediators in the pathophysiological processes of SCs in DPN. These RNAs would contribute to the diagnosis and treatment of DPN.

**Conclusion:**

Our study has shown that differentially expressed RNAs have complex interactions among them. They also play critical roles in regulating functions of SCs involved in the pathogenesis of DPN. The novel competitive endogenous RNA network provides new insight for exploring the underlying molecular mechanism of DPN and further investigation may have clinical application value.

## Introduction

According to the International Diabetes Federation Diabetes Atlas, pre-diabetes and diabetes mellitus (DM) affect 425 million people worldwide in 2017, and this number will increase to 629 million in 2045 (International Diabetes Federation [IDF], 2017). Diabetic peripheral neuropathy (DPN) is one of most common chronic complications of both type 1 and type 2 diabetes mellitus, affecting at least half of patients diagnosed with diabetes. DPN is characterized by pain, tingling, paranesthesia, and hyperalgesia with a characteristic stocking–glove pattern. Previous studies indicated that hyperglycemia, insulin resistance, endothelial injury and microvascular dysfunctions play critical roles in the process of DPN (Gonçalves et al., 2017). However, the particular mechanisms in the pathogenesis of DPN remain poorly understood and the current gold standards of treatment is lifestyle intervention and rigorous glucose control.

Schwann cells (SCs), deriving from neural crest cells, are the most numerous glial cells of the peripheral nervous system (PNS) that form the myelin sheath around axons (Mizisin, 2014). SCs provide the important protective effect on axons by myelinating and ensheathing all axons in peripheral nerves, and have the potential to modulate neuronal biology. This is done by maintaining the endoneurial microenvironment via secreting various neurotrophic factors and the surrounding extracellular matrix (ECM), enriching the sodium channels, insulating the action potential velocity of axons, and promoting the regeneration of axons after nerve injury (Mizisin, 2014; Gonçalves et al., 2018). Previous investigations have demonstrated that peripheral nerve axonal demyelination and impaired remyelination in diabetic state are associated with Schwannopathy (Mizisin et al., 1998). Further studies conclusively have shown there are some key signaling pathways activated in SCs during diabetic neuropathy, such as hyperglycemia-driven high polyol pathway flux, oxidative stress, mitochondrial dysfunctions, dyslipidaemia and inflammation (Feldman et al., 2017; Gonçalves et al., 2018). However, the detailed mechanisms underlying changes of SCs in DPN remain to be investigated.

MicroRNAs (miRNAs) are a class of non-coding RNAs consisting of 20–22 nucleotides. They negatively regulate post-transcriptional expression levels of genes by binding to the 3′-untranslated region (UTR) to inhibit target mRNA translation or to degrade them (Bartel, 2004). Studies have increasingly found differentially expressed miRNAs play crucial roles in many human diseases, such as cancer, allergic diseases, metabolic diseases. It has been proved that miR-146a and miR-25 are involved in the pathogenesis of DPN as key regulators (Liu X. S. et al., 2017; Zhang et al., 2018). Long non-coding RNAs (lncRNAs) are a group of non-coding RNAs with the length of sequence more than 200 nucleotides. lncRNAs can interact with mRNAs and miRNAs to construct a complicated regulatory network by imposing an additional level of post-transcriptional regulation. Differentially expressed lncRNAs are linked to a variety of human diseases (Chen et al., 2013). Furthermore, increasing evidence has suggested that lncRNAs participate in the pathogenesis of DPN. For example, upregulation of lncRNA NONRATT021972 in dorsal root ganglia results in diabetic neuropathic pain of type 2 DM (Peng et al., 2017). Growing evidence supports that lncRNAs and circRNAs can act as competing endogenous RNAs (ceRNAs) or miRNA sponges which could competitively bind to miRNAs tends to regulate the expression levels of target mRNAs (Salmena et al., 2011; Zhang et al., 2019). However, the competing endogenous network of lncRNA–miRNA–mRNA of SCs in DPN still lacks systematic understanding and studying.

In our study, in order to obtain the expression profile of mRNAs, lncRNAs and miRNAs in diabetic SCs, DPN models were established. Then the RNA samples of SCs were collected from STZ-treated diabetic rats and control rats to conduct RNA-seq. All the expression levels of mRNAs, lncRNAs and miRNAs in SCs between two groups were screened and analyzed. Bioinformatics analyses, including Gene Ontology (GO) analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, were performed to identify the significant biological functions and signaling pathways of DPN. 13 mRNAs, 7 lncRNAs and 7 miRNAs were confirmed as differentially expressed by qRT-PCR. Via these measures, ceRNA network construction was performed to reveal the regulatory mechanism of DPN and seek potential therapeutic targets.

## Materials and Methods

### Animals

Male Sprague-Dawley rats (*n* = 20, weighing 190–210 g) were obtained from Experimental Animal Center, Tongji Medical College, Huazhong University of Science and Technology, Wuhan, China. The animals were maintained under standard conditions of 12-h light/dark cycle and room temperature. Food and water were available *ad libitum*. The study was performed with the approval by the Animal Ethics Committee of Huazhong University of Science and Technology and all experimental procedures were carried out in accordance with the National Institutes of Health Guidelines and Regulations.

### Induction of Diabetes

Animals were randomly divided into two groups: diabetic group (*n* = 10) and control group (*n* = 10). After 12 h of fasting, rats of the diabetic group were treated with streptozotocin (STZ, Sigma-Aldrich, United States) injection at a dose of 65 mg/kg body weight dissolved in 0.05 mol/L citrate buffer, pH 4.5 at 4°C as described previously (Tong et al., 2012). The other group was treated with a single intra-peritoneal injection of an equal volume of citrate buffer without STZ as control. After STZ treatment for a week, the glucose meter (Accu-Chek Active; Roche, Germany) was used to monitor random blood glucose levels of all the rats from tail vein blood draws. Rats which exhibited blood glucose levels of 16.7 mM or higher were diagnosed with diabetes (Resham and Sharma, 2019) and enrolled in this study. Rats were kept to establish the model of DPN for 8 weeks (Yu et al., 2014). All animals survived until the end of the experiments.

### Behavioral Test

Behavior was tested by blinded observers. Mechanical allodynia was assessed by using von Frey filaments (Aesthesio, Danmic, United States) to stimulate plantar hind paws as described previously (Kroin et al., 2010; Santamaria et al., 2012). A 50% force withdrawal threshold was determined for the plantar hind paws using the “up-and-down” method (Chaplan et al., 1994). Tail-flick test and hot plate test were conducted to examine thermal hyperalgesia according to the techniques described previously (Sierra et al., 2015). Briefly, for the tail-flick test, rats were restrained in a fixation machine while tails were exposed. Approximately the distal 2/3 of the tail was immersed in the water bath maintained at 52.0 ± 0.2°C (Karna et al., 2019). The time was recorded when the tail removed or flicks. The cut off time for tail flick test was set at 10 s to avoid potential injury to the tail. For the hot plate test, a rat was placed into the Perspex cylinder on the hot-plate (Model 7280, Ugo Basile, Italy) of which the temperature was maintained 55.0 ± 0.2°C (Sierra et al., 2015). Response time for discomfort action or observed behavioral changes like licking paws, stomping or jumping was recorded. The cut off time for hot plate test was set at 15 s in order to avoid potential tissue injury. All the experiments were repeated three times.

### Electrophysiology

Sciatic nerve conduction velocity in two groups was tested as described previously (Ii et al., 2005; Hendrix et al., 2013; Baum et al., 2016). Briefly, both the motor nerve conduction velocity (MNCV) and sensory nerve conduction velocity (SNCV) were calculated through dividing the distance between the recording electrodes and the stimulation electrodes by the latency from the stimulation to the onset of the first peak signal (Ii et al., 2005). The MNCVs were recorded by the sterilized electrodes placed into the intrinsic foot muscles, and SNCVs were recorded by the near-nerve electrodes placed at the sciatic notch that were used as stimulation electrodes for MNCVs (Baum et al., 2016). During the experiments, the temperature of rats was kept at 37°C while the room temperature was maintained at 20 ± 0.5°C. The experiments were repeated three times and all data was collected and calculated by a Viking Quest Nicolet electromyography equipment and the specific software system semi automatically.

### Morphometric Analysis

After 8 weeks of STZ injection or vehicle solution injection and all the behavioral and electrophysiology test completed, the animals (*n* = 10 per group) were euthanized by using sodium pentobarbital and killed by cervical dislocation. Then all the sciatic nerves were dissected under sterile conditions. The mid-portion of right sciatic nerve (about 1–2 cm) from two groups (*n* = 3) was harvested sterilely. The parts of sciatic nerves were prefixed in 2.5% glutaraldehyde for 30 min and then post-fixed in 1% osmium tettroxide for 1 h, then embedded in epoxy resins. Ultra-thin (60 μm) sections were prepared and stained with uranium acetate-lead citrate. The transmission electron microscopy (HT7700, Hitachi, Japan) was used to image the samples of sciatic nerves. For each sample at least three pictures were taken to assess the development or progression of DPN (Yang et al., 2018). Subsequently, the diameter of myelinated nerve fibers and the mean of g-ratio (the ratio of the inner axon diameter to the outer myelinated fiber diameter) were calculated by using Image J software for further statistical analysis.

### Isolation of Primary Schwann Cells and Culture Preparations

The left sciatic nerve (between sciatic notch and the ankle) and the remaining segment of the right sciatic nerve were isolated from each rat sterilely. After stripping off the whole epineurium by using microsurgical instruments under the stereomicroscope, nerves were cut into segments of 1cm length. The segments were cultured in pre-degeneration medium containing SCM (Schwann Cell Medium, ScienCell, United States), 10% FBS (fetal bovine serum, ScienCell) and 1% penicillin–streptomycin for 10 days at 37°C and 5% CO^2^. After pre-degeneration, the peripheral nerve tissue was cut into short segments of 2–4 mm length and dissociated enzymatically for 20 h at 37°C and 5% CO^2^. Dissociation medium consisted of DMEM (Thermo, United States), 10% FBS, 0.125% collagenase type IV (Sigma-Aldrich), 1.25 U/ml dispase II (Solaribo, China) and 1% penicillin–streptomycin (Haastert et al., 2007). Then cell suspensions were centrifuged at 235 *g* for 5 min at +21°C, rinsed in DMEM, centrifuged again and resuspended in SC culture medium containing SCM, 5% FBS, 1% SCGS (Schwann Cell Growth Supplement, ScienCell) and 1% penicillin–streptomycin. Then the cell suspensions were plated at 106 cells per well on a poly-L-ornithin (Sigma-Aldrich) and laminin (Sigma-Aldrich) coated six well plate. The medium was changed to serum-free SC culture medium after 24 h. SCs were enriched and purified as described previously (Haastert et al., 2007; Kaewkhaw et al., 2012). Specially, SCs dissociated from control groups and STZ-treated groups were cultured in SC culture medium supplemented with 5.6 mM glucose (for control groups), 30 mM glucose (for STZ-treated groups) (Walsh et al., 2013).

### Immunofluorescent Staining

The purity of SCs was determined by immunostaining. After being fixed in 4% paraformaldehyde and permeabilized with 0.2% Triton X-100 (Sigma-Aldrich), SCs were incubated with primary antibody S-100β (1: 100, ProteinTech Group, Inc., United States) at 4°C overnight and then incubated with the cy3 conjugated goat anti-rabbit IgG secondary antibody (1: 200, ProteinTech) for 1 h in the darkness. After being washed with PBS (phosphate-buffered saline, pH 7.4), the cells were incubated with 4′,6-diamidino-2-phenylindole (DAPI, Boster Biological Technology, China) to label nuclei. The purity of SCs was obtained based on the proportion of S-100β-positive cells with DAPI-stained nuclei.

### RNA Extraction and RNA-Seq Analysis

Schwann cell samples were randomly selected from control groups (*n* = 3) and diabetic groups (*n* = 3), rinsed with PBS twice and total RNA was isolated by using miRNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions. The concentration and quality of RNA samples were assessed by the NanoPhotometer spectrophotometer (IMPLEN, USA). All RNA samples had an RNA Integrity Number (RIN) > 9.0 (Supplementary File S1). After total RNA from each sample was qualified, RNA-seq was assessed to identify the differentially expressed mRNAs, lncRNAs and miRNAs in the DPN rat models. Illumina TruSeq RNA Sample Prep Kit was used with 1 μg of total RNA for the construction of sequencing libraries on the Illumina HiSeq-Xten sequencing platform (Genminix Informatics Ltd, Shanghai, China). Raw reads were filtered and cleaned using fastp version 0.19.4 to remove the adaptor reads and low-quality tags (Yang et al., 2018). Then the sequence reads were aligned to the reference genome using HISAT2 for transcripts and Bowtie v.1.2.2 for miRNA as described (Langmead, 2010; Kim et al., 2015). Subsequently, raw counts were generated using the Stringtie v1.3.4 tool for transcripts and the featureCounts v1.6.1 tool for miRNA (Liao et al., 2014; Pertea et al., 2015). Differential expression analysis was performed using DESeq2 v1.20.0 (Love et al., 2014).

### Cell RNA Extraction and Quantitative Real-Time PCR (qRT-PCR)

The remaining SCs samples in each group (*n* = 5 per group) were applied to validate RNA-seq results by using quantitative real-time polymerase chain reaction. Total cell RNA was extracted with TRIzol Reagent (Invitrogen, United States). For miRNA, 2 μg of total RNA was reverse transcribed to cDNA using the Mir-X miRNA First-Strand Synthesis kit (Clontech, Japan) according to the user manual. For mRNA and lncRNA, 1 μg of RNA was reverse transcribed using Takara reverse transcription kit (Takara, China) and qRT-PCR was performed based on the instruction of Mir-X miRNA qRT-PCR SYBR Kit (Clontech) and ChamQ SYBR qPCR Master Mix (Vazyme, China), respectively. The delta–delta Ct method (2^–ΔΔCt^) was used to measure the relative levels of transcripts expression and the data were normalized to β-actin (endogenous internal controls of mRNA and lncRNA) or U6 (endogenous internal control of miRNA). The experiment was repeated three times. The primer sequences (Supplementary Table S1) were synthesized by TSINGKE Biological Technology Co., Ltd (China).

### Functional and Pathway Enrichment

Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed to investigate biological functions of DPN-related genes. The ontology contains three domains: biological process, cellular components, and molecular interaction^1^ and KEGG^2^ is a collection of online databases. Briefly, GO analysis was applied to annotated function of differentially expressed genes in SCs based on GO database. After analysis for the significance level (*P*-value) and false discovery rate (FDR), GO terms were selected from the enriched gene sets (FDR < 0.05). Pathway analysis was performed to explore pathway clusters covering the molecular interaction and reaction networks of the differentially expressed genes according to KEGG. *P*-value < 0.05 was considered as significant pathways.

### Construction of lncRNA–mRNA Network and Prediction of miRNA Targets

Based on the theory of weighed gene co-expression network analysis (WGCNA) (Zhang and Horvath, 2005; Horvath, 2011), the method of lncRNA-mRNA co-expression network construction was consistent with previous study (Jiang et al., 2016). The co-expression similarity S_ij_ is defined and calculated as the absolute value of the Pearson correlation coefficient between the expression profiles of two genes i and j:

(1) $${\text{S}}_{\text{ij}}=\left|c\,o\,r\,\left(i,j\right)\right|$$

Then S_ij_ is transformed into the adjacency a_ij_ via an adjacency function:

$${\text{a}}_{\text{ij}}={\text{S}}_{\text{ij}}^{\beta }$$

In this formula, the positive integer β represents the exponential parameter for power law distribution and is used to characterize the likeness to a scale-free network (Langfelder and Horvath, 2008). The connectivity of the i-th node is defined by

$${\text{k}}_{\text{i}}=\sum_{\text{j}}{\text{a}}_{\text{ij}}$$

In unweighted networks, the connectivity k_i_ equals the number of nodes that are directly linked to node i. In weighted networks, the connectivity equals the sum of connection weights between node i and the other nodes. And the distribution of connectivity (k) of genes best fits a power law p(k) ∼ k^–γ^ (Barabási, 2009). With 1∼30 of β value ranges, the linear model was established by logarithms of the adjacency degree of a node log(k) and the appearance probability of this node log(p(k)) and ensuring that the overall average connectivity was not too low (Zhao and Fan, 2019). β = 22 was finally determined for further analysis according to scale free topology criterion and p(k) in our co-expressing network indicates the probability that a gene is co-expressed with k other genes. Next, the dissimilarity between the nodes can be calculated by the topological overlap measure (TOM) and was used as the distance. The hybrid hierarchical clustering algorithm was used to perform cluster analysis in order to identify gene modules for biological significance. The module reflects the subset of tightly connected nodes in the network. Furthermore, genes in high modules may be important candidate hub genes which have important biological functions (Ravasz, 2002; Yip and Horvath, 2006; Lim et al., 2013). The lncRNA-mRNA network was drawn by Cytoscape 3.7.2^3^. The targets of differentially expressed miRNAs were predicted by miRanda and annotated with miRTarBase (Joung et al., 2007). The predicted targets involved mRNAs and lncRNAs were compared to differentially expressed mRNAs and lncRNAs detected from RNA-Seq, and the overlapped RNAs were collected. Then, the differentially expressed miRNAs and selected target mRNAs and lncRNAs were combined for RNA network analyses.

### Construction of the ceRNA Regulatory Work

Some RNA molecules such as lncRNAs and mRNAs are able to communicate with each other by sharing miRNA response elements (MREs) according to the ceRNA hypothesis (Salmena et al., 2011). To investigate the role and interaction among mRNAs, lncRNAs, and miRNAs in DPN pathogenesis, we constructed the ceRNA network based on miRNA-target relationship and co-expressed relationship between mRNA and lncRNA. The network was constructed in four steps in detail: (1) Obtention of the differential expressed mRNAs, miRNAs and lncRNAs by RNA-seq; (2) Prediction of the targeting relationship between differential miRNAs and differential mRNAs (tool: miRanda). miRanda predicted the targeting relationship between miRNA and mRNA based on the sequence alignment and binding free energy calculation of miRNA sequences and 3′-UTR of mRNA. (3) Prediction of the targeting relationship between differential miRNAs and differential lncRNAs (tool: miRanda); (4) Construction of ceRNA network: differentially expressed lncRNA-mRNA pairs were identified based on Pearson correlation coefficients (PCC) calculated from differentially expressed mRNAs and lncRNAs that were identified in our RNA-seq results (PCC > 0.8 and *p* < 0.05). Then we used the targeting relationship of mRNA/lncRNA regulated by microRNA to establish a lncRNA–miRNA–mRNA interaction network. Based on the targeting relationship between mRNA/lncRNA and microRNA, the adjacency matrix A = [a_ij_] of mRNA/lncRNA and microRNA could be constructed, a_ij_ represents the weight of the relationship between mRNA/lncRNA i and microRNA j. Finally, the ceRNA network was constructed using Cytoscape v3.7.2 according to predicted shared pairs of miRNA–mRNA and miRNA–lncRNA and the differentially expressed lncRNA-mRNA pairs (Otasek et al., 2019). The significance of shared miRNAs in this primary network was further calculated using the hypergeometric test (*p* < 0.05) (Le et al., 2017). The importance of RNA molecules in the network is expressed by the degree of the network. The degree of centrality indicates the degree of contribution of microRNA to surrounding mRNA/lncRNA, or the degree of contribution of mRNA/lncRNA to surrounding microRNA. The complete experiment workflow is shown in Figure 1.

**FIGURE 1:**
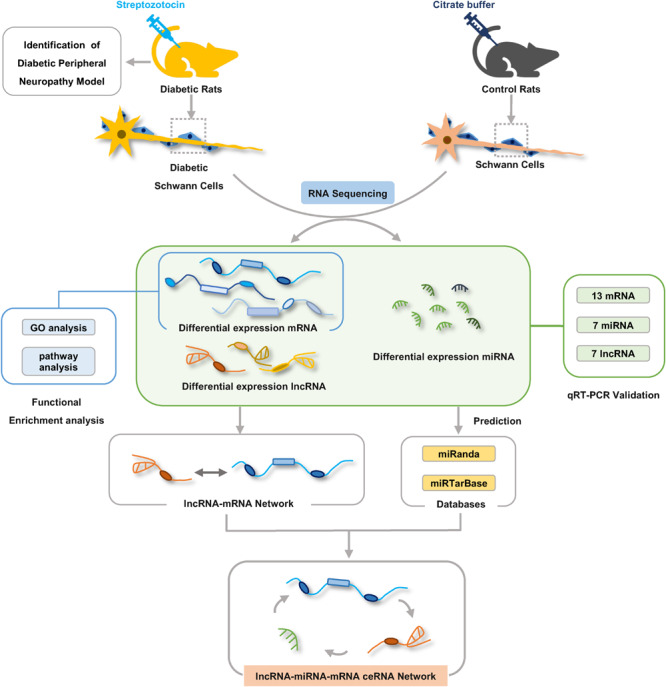
The workflow of experiments and bioinformatic analysis. Male Sprague-Dawley rats were treated with streptozotocin (STZ) or citrate buffer and after 8 weeks Schwann cells were isolated from sciatic nerves of rats for RNA-seq analysis. Gene ontology and KEGG pathway enrichment analyses were used to investigate the potential functions of the differentially expressed genes. lncRNA–mRNA co-expression network and ceRNA regulatory network were constructed by bioinformatics analysis methods.

### Dual-Luciferase Reporter Assay

To validate whether miR-212-5p directly targets the Gucy1a3 3′-UTR, dual-luciferase reporter assay was performed as described previously (Yu et al., 2012). In brief, the wildtype (WT) and mutated (MUT) 3′-UTR regions of Gucy1a3 were cloned and inserted into the *Mlu*I and *Hin*dIII restriction enzyme sites of the pMIR-Report vector (Obio Technology Co., Ltd, Shanghai, China). HEK-293T cells were seeded in 96-well plates for 24 h. Then, Gucy1a3-WT, Gucy1a3-MUT reporter or pMIR empty vector plasmid was co-transfected with Renilla luciferase (pRL) plasmids and miR-212-5p mimic or negative control (NC) using lipofectamine 2000 (Invitrogen). Forty eight hours after transfection, the Dual Luciferase Reporter Assay System (Promega, United States) was used to analyzed luciferase activity. The experiments were repeated three times.

### Statistical Analysis

Data were expressed as the mean ± SEM. The unpaired Student’s *t*-test and one-way analysis of variance with Bonferroni *post hoc* test were performed for comparisons between two groups. *P* < 0.05 was considered statistically significant. Pearson correlation analysis was used to assess the ceRNA network construction. Statistical analysis was calculated with the GraphPad Prism v 8.1 software.

## Results

### Model Identification of Diabetic Peripheral Neuropathy

Eight weeks after STZ injection, the body weight, the blood glucose levels, the threshold of thermal and mechanical stimuli, nervous conduction velocity and the morphological changes of sciatic nerve were detected to assess the signs and symptoms of DPN. The results showed that compared with control groups, the increased non-fasting blood glucose levels of all the rats in STZ-treated group were in accordance with diagnostic standard of diabetes (Figure 2A), whereas the body weight decreased (Figure 2B), indicating the diabetic rat models were established successfully. The sensory functions of sciatic nerve were examined by tail flick test, hot plate test, and von Frey hair test. Furthermore, both the motor and sensory nerve conduction velocity of sciatic nerve were investigated. In agreement with previous studies, the slowing down of nerve conduction (Figures 2F,G), the increase of the mechanical threshold (Figure 2E) and decrease of thermal threshold (Figures 2C,D) revealed the damage of sciatic nerve caused by DPN (Mitro et al., 2014; Sierra et al., 2015; Watson and Dyck, 2015). Morphological analysis showed the g-ratio of myelinated fibers were significantly affected by DPN (Figure 2H). In addition, nerve fibers from diabetic rats showed swollen fibers and the loss of myelinated fibers (Figure 2I).

**FIGURE 2:**
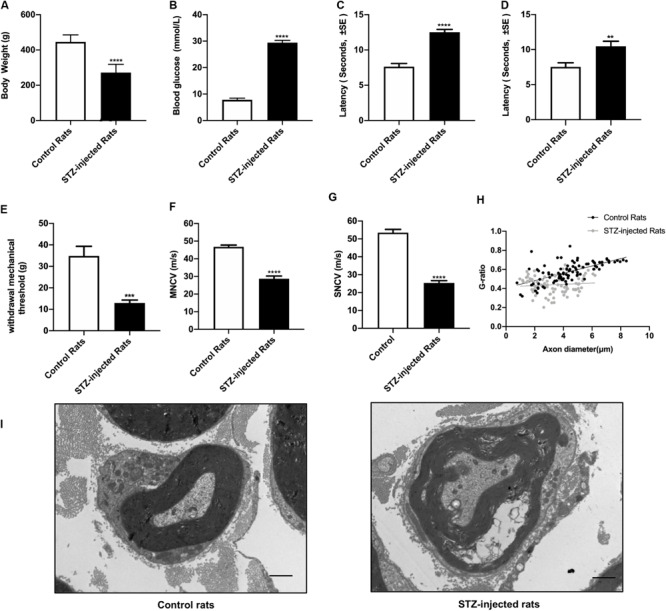
Evaluation of streptozotocin (STZ)-injected diabetic peripheral neuropathy (DPN) rat models. The differences between streptozotocin (STZ)-treated rats and control rats were calculated. The non-fasting blood glucose levels **(B)** were significantly higher in STZ-injected rats compared with control rats. The body weight **(A)**, withdrawal threshold **(E)** and the motor and sensory nerve conduction velocities **(F,G)** in STZ-injected rats significantly decreased. The latency of hot plate test **(C)**, tail flick test **(D),** and g-ratio of myelinated nerve fibers **(H)** significantly increased compared with controls (mean ± SEM, *n* = 10 per group, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). The detail of myelinated fibers was showed in **(I)**. Scale bars: 1.0 μm.

### Characterization of SCs

Schwann cells at passage 2 were typically bipolar, tripolar or multipolar morphology *in vitro* while fibroblasts were more flattened polygonal contour than SCs under light microscope (Kaewkhaw et al., 2012) (Figure 3). The immunofluorescent staining results showed the purity of SCs reached 87.0 ± 4.9% for S-100β antibody marker.

**FIGURE 3:**
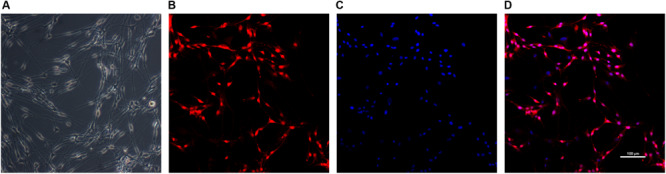
Identification of SCs. The morphology of Schwann cells **(A)** was observed under light microscope. SCs were immunolabeled for S100β **(B)** and nucleic acid was signed with DAPI **(C)**. Image **(D)** was merged from **(B,C)**. Scale bar: 100 μm.

### Differentially Expressed lncRNAs, miRNAs, mRNAs in Schwann Cells of Rats With DPN

To identify functional mRNAs, lncRNAs, and miRNAs involved in SCs of rats with DPN, total RNA of SCs randomly selected from three diabetic groups and three control groups were collected for RNA-Seq. 

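Schwann cells (SCs), the glial cells that myelinate peripheral axons, were isolated from sciatic nerves of control rats and of rats made diabetic with 65 mg/kg streptozotocin (STZ), 8 weeks after the injection. SCs of control rats were cultured with 5.6 mM glucose and those of diabetic rats with 30 mM glucose, so the diabetes and the glucose in the culture changed together. Samples C5, C6 and C10 are the control group and T2, T4 and T7 the diabetic group, with 3 samples each. The authors cleaned the reads, aligned them with HISAT2 and quantified genes and transcripts with StringTie. The deposited values are counts without normalization and FPKM values, which are scaled to the length and to the library total. StringTie computes a count from the read coverage of a gene and not from whole reads. Among the gene counts from 1 to 40, multiples of 4 made up 29.1% to 30.3% in each sample. The share expected without a unit of 4 was not computed. It therefore stays open whether 1 fragment was often worth about 4 counts. The total count was 128916091 in C5, 126447049 in C6, 120524696 in C10, 120207752 in T2, 147275245 in T4 and 124451826 in T7. The median was 126447049 in the control group and 124451826 in the diabetic group. The 20 genes with the highest counts took 13.6% to 14.8% of the total. The samples were compared with each other for repeated libraries, and the chi-square per gene was lowest between C5 and C6, at 49.3, above the sampling noise. Differential expression was tested here with edgeR's quasi-likelihood test after TMM normalization, over the 19149 genes and 24792 transcripts with a total of at least 10 counts in the 6 samples. The thresholds were those of the article, an unadjusted p under 0.05 with a fold change above 1.2 or below 0.83, and Benjamini-Hochberg adjusted values are given beside them. The article used DESeq2, which is an alternative here. Gene symbols came from Supplementary Tables S2 and S3, which name 2100 of the 32883 genes and 164 of the 41078 transcripts in the count tables. Of Supplementary Table S2, 1998 genes were used here, while the paper gives 2,925 mRNAs. The genes used were 1458 upregulated and 540 downregulated ones, against 1459 and 1466 in the paper. The genes left without a symbol for this reason were therefore nearly all downregulated.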

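Of the 32883 genes in the count table, 11467 had a count of 0 in all 6 samples and 21416 had at least 1 count in at least 1 sample. The number of genes with counts in a single sample was between 18488, in T2, and 18857, in C6. Of the 41078 transcripts, 13591 had a count of 0 in all 6 samples and 27487 had at least 1 count.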

4,622 lncRNAs, 427 miRNAs and 32,883 mRNAs were detected in total. 

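Among the genes tested, 2342 passed the unadjusted p-value and fold change thresholds. If no gene differed, 957 would have an unadjusted p under 0.05, a number that leaves out the fold change threshold. It also takes no account of differences that samples share for other reasons. C5, C6 and T4 against C10, T2 and T7, which does not follow the groups, gave 2660 genes, so an excess over 957 need not come from the diabetes. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 7 genes had an adjusted p under 0.05, 6 higher and 1 lower in the diabetic group. The alternative that moved this number most was DESeq2, with 1122 genes at an adjusted p under 0.05 and 2899 genes past the unadjusted thresholds. Genes with an adjusted p under 0.05 numbered 4 without C6, 3 without T4 and 0 without T7, where 1942 genes passed the unadjusted thresholds. The normalized counts of the groups did not overlap for 3917 genes (20.5%), where chance gives 10% with 3 samples against 3, and 2118 of the 2342 genes were among them. Like the 957, this 10% leaves out differences that samples share for other reasons. Of the transcripts tested, 2626 passed the unadjusted thresholds and 11 had an adjusted p under 0.05 in the same test. Without C6 there were 7 such transcripts and without T4 there were 5. Without T2 and without T7 there were 0, with 1927 and 2153 past the unadjusted thresholds.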

The results showed that 164 lncRNAs, 49 miRNAs and 2,925 mRNAs were significantly altered with fold changes > 1.2 or <0.83 in SCs of diabetic groups (Bonfanti et al., 2015) (Supplementary Tables S2–S4, *P*-value < 0.05). All the differentially expressed lncRNAs, miRNAs, and mRNAs were presented by the hierarchical clustering heat maps and volcano plots in Figure 4. Specifically, among all the differentially expressed lncRNAs, 51 lncRNAs were significantly upregulated whereas 113 lncRNAs were significantly downregulated in diabetic groups. 

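A principal component analysis of log2(CPM + 1) used all genes tested and no selection by p-value. The first component held 38.9% of the variance. On it the control samples C5, C6 and C10 had scores of -33.0, -30.6 and -20.1, and the diabetic samples T4, T7 and T2 had scores of 14.4, 20.6 and 48.7. The second component held 31.0% of the variance and set C10, with a score of 54.0, apart from the other samples. On it C5, C6 and T4 had scores of -21.3, -16.4 and -25.2, and T2 and T7 had scores of 2.2 and 6.7.

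**Figure D1:**
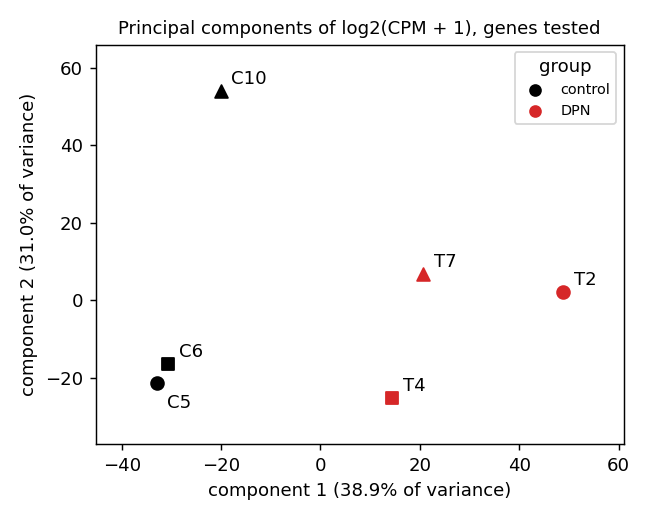
Scores of the 6 samples on the first (x axis) and the second (y axis) principal component of log2(CPM + 1) of the genes tested, with control samples in black and diabetic (DPN) samples in red. The groups lie apart on the first component, where T2 lies farthest out, and C10 stands apart on the second.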

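The 164 lncRNA transcripts of Supplementary Table S3 belong to 141 genes and comprise 78 lincRNAs, 44 processed transcripts, 34 retained introns, 5 antisense transcripts, 2 ribozymes and 1 sense intronic transcript. In the test over all transcripts, 104 of them passed the unadjusted thresholds, 31 upregulated and 73 downregulated. All 164 changed in the direction given in Supplementary Table S3. An adjusted p under 0.05 was found for 2 over all transcripts tested and for 7 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With DESeq2, 155 passed the unadjusted thresholds and 42 had an adjusted p under 0.05. The number past the unadjusted thresholds was 67 without T2, 69 without T4 and 67 without T7. Of the downregulated transcripts, 45 passed without C10, 46 without T2, 43 without T4 and 43 without T7. Many of these transcripts share a gene with other isoforms, among which the quantification divides the reads. Of the 104 transcripts, 45 belong to a gene with fewer than 10 counts on its other isoforms and 59 to a gene with at least 10 counts on them. Among these 59, the gene passed the thresholds in the same direction for 29 and changed in the opposite direction for 11.

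**Figure D2:**
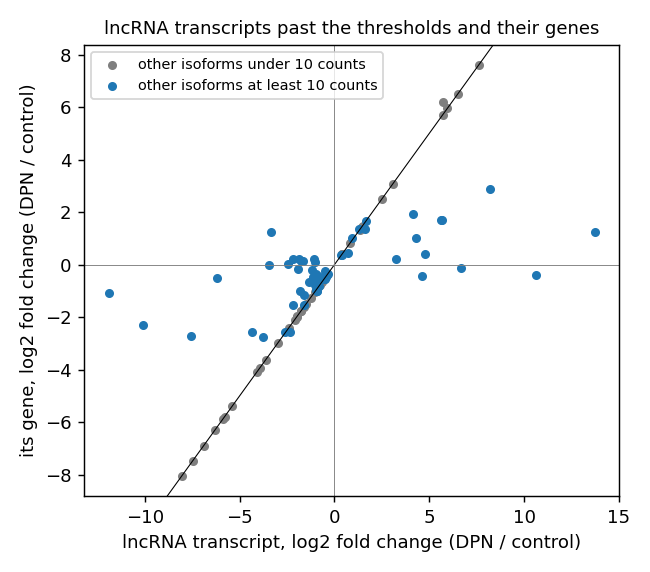
Log2 fold change (diabetic against control) of each of the 104 lncRNA transcripts past the unadjusted thresholds (x axis) and of its gene (y axis), gray where the other isoforms of the gene had fewer than 10 counts together and blue where they had at least 10. On the black line the gene changed as much as the transcript, and 11 of the blue points have a gene that changed in the opposite direction.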

Thirty miRNAs were significantly increased and 19 miRNAs were significantly decreased. 

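Of the 2342 genes past the unadjusted thresholds, 1256 were upregulated (53.6%) and 1086 downregulated. Upper-quartile normalization in place of TMM gave 1101 upregulated (48.4%) and 1175 downregulated genes. The genes named here had an adjusted p under 0.05, a mean of at least 100 normalized counts in the higher group and no overlap between the groups, and are the 5 with the largest rise and the only one with a fall. Coordinates are those of Supplementary Table S2, and the paper's text does not name the genome build. Pigg (ENSRNOG00000049895, chromosome 14, 2410342 to 2438592, minus strand) had a count of 0 in the 3 control samples and 2109 ± 141 normalized counts (SD, n = 3) in the diabetic samples, at least 703-fold higher (adjusted p = 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gatd1 (ENSRNOG00000045795, chromosome 1, 213951759 to 213957535, minus strand) also had a count of 0 in the control samples, and 1810 ± 154 normalized counts (SD, n = 3) in the diabetic samples, at least 603-fold higher. Other splits of the 6 samples into 3 and 3 also gave genes with at least 100 counts on one side and at most 3 on the other, up to 6 per split, against 2 for the groups themselves. Il1rl1 (ENSRNOG00000014835, chromosome 9, 47134034 to 47182170, plus strand) rose from 110 ± 28.7 to 4276 ± 1302 normalized counts (SD, n = 3 each), a log2 fold change of 5.28 with a standard error of 0.35. Htr2a (ENSRNOG00000010063, chromosome 15, 56666012 to 56735382, plus strand) rose from 1442 ± 104 to 6464 ± 709.8 (SD, n = 3 each), a log2 fold change of 2.16 with a standard error of 0.12. Sez6l rose by 8.51 on the log2 scale. ENSRNOG00000061910, for which no symbol was at hand, fell from 8921 ± 749 to 927 ± 249 (SD, n = 3 each), a log2 fold change of -3.27 with a standard error of 0.23. The adjusted p of Pigg was 0.052 without T2, 0.066 without T4 and 0.097 without T7 in the same edgeR test, and between 3.9e-26 (DESeq2) and 0.097 over all alternatives. That of Gatd1 was 0.052 without T2, 0.071 without T4 and 0.1 without T7. With 1 sample left out, the adjusted p from edgeR was 0.051 to 0.082 for Il1rl1, 0.031 to 0.078 for Htr2a and 0.041 to 0.084 for ENSRNOG00000061910, with the highest values without C6 for Il1rl1 and Htr2a and without T2 for ENSRNOG00000061910.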

Among the differentially expressed mRNAs, a total of 1,459 mRNAs were upregulated and 1,466 mRNAs were downregulated in the diabetic groups compared with control groups.

**FIGURE 4:**
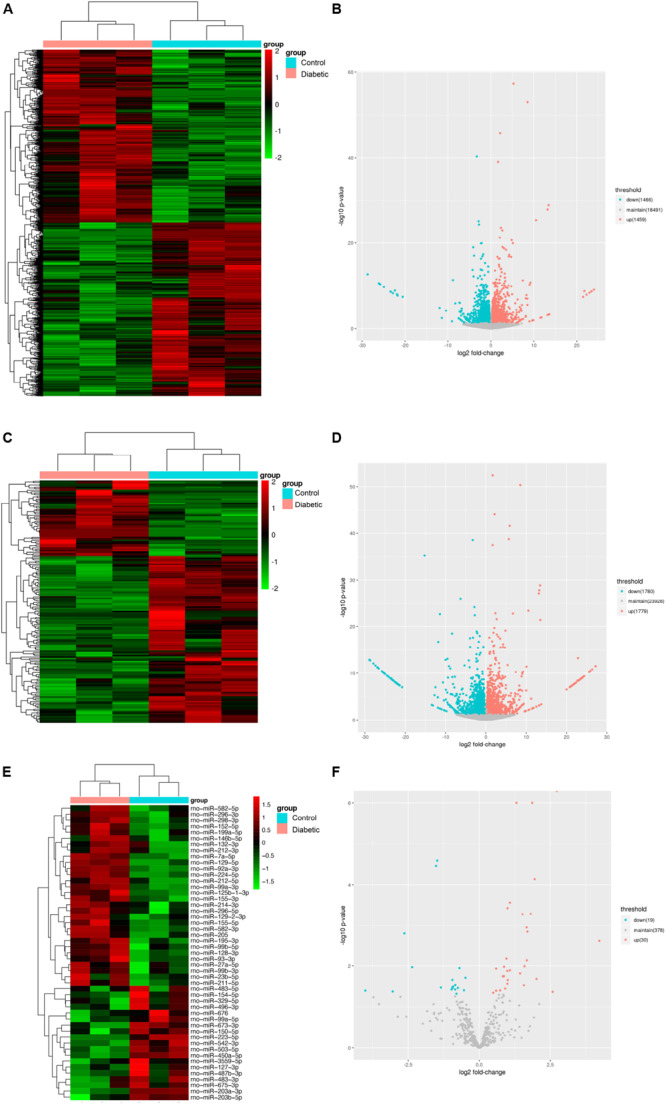
Identification of mRNAs, lncRNAs, and miRNAs differentially expression in Schwann cells from streptozotocin (STZ)-treated rats and control rats. Hierarchical clustering analysis showed all differentially expressed mRNAs **(A)**, lncRNAs **(C),** and miRNAs **(E)**. Red color represented relatively high expression and green color represents relatively low expression. Volcano plots of normalized expression levels for differentially expressed mRNAs **(B)**, lncRNAs **(D)** and miRNAs **(F)**. The red points in the plots represented the upregulated RNAs with statistical significance and the blue points in the plots represented the downregulated RNAs with statistical significance (*P*-value < 0.05 and fold change > 1.2 or <0.83).

### Validation of Differentially Expressed mRNAs, lncRNAs, and miRNAs in Schwann Cells of DPN

qRT-PCR analysis was performed on RNA extracted from SCs to confirm the expression level changes gained from the RNA-seq analysis. We randomly selected 21 mRNAs, 13 mRNAs and 9 miRNAs with high fold change to validate the results of RNA-seq. 13 mRNAs, 7 lncRNAs and 7 miRNAs had been verified. The relative expression levels of the validated mRNAs, lncRNAs and miRNAs were showed in Figures 5A–C, respectively. 

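The qRT-PCR used other samples than the RNA-seq, according to the legend of Fig. 5, and the values given here are from RNA-seq. Of the 13 mRNAs of Fig. 5A, 6 were matched to a gene identifier, namely Sez6l, Esm1, Slc7a9, Gucy1a3, Cxcl13 and Grem1, and the others were not analysed here. All 6 passed the unadjusted thresholds, 4 upregulated and 2 downregulated, and the normalized counts of the groups did not overlap for each of them. The study chose these mRNAs on these samples, so the 10% that chance gives for unselected genes is no measure here. The adjusted p was under 0.05 for 1 of them over all genes tested and for 6 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Sez6l (ENSRNOG00000025612, chromosome 12, 50090464 to 50241995, plus strand) had 5.34 ± 2.27 normalized counts in the control group and 2008 ± 814 in the diabetic group (SD, n = 3 each). Its adjusted p was 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.051 to 0.11 with each sample left out in turn, the highest without C6. Grem1 (ENSRNOG00000026053, chromosome 3, 105203309 to 105214989, minus strand) had raw counts of 0, 4 and 0 in the control samples and 1991 ± 1174 normalized counts (SD, n = 3) in the diabetic group (adjusted p = 0.082, same edgeR test). Esm1 (ENSRNOG00000010797, chromosome 2, 45104305 to 45113131, plus strand) rose from 116 ± 67.9 to 3351 ± 1174 normalized counts (SD, n = 3 each), a log2 fold change of 4.86 with a standard error of 0.59 (adjusted p = 0.084, same edgeR test). Cxcl13 (ENSRNOG00000024899, chromosome 14, 15253125 to 15258207, minus strand) rose from 119.9 ± 32.7 to 2101 ± 1849 (SD, n = 3 each), a log2 fold change of 4.13 (adjusted p = 0.15, same edgeR test). The diabetic samples of Cxcl13 were far apart, with raw counts of 3938 in T2, 769 in T4 and 1392 in T7, and without T2 its log2 fold change was 3.14. Slc7a9 (ENSRNOG00000012344, chromosome 1, 91716383 to 91738494, plus strand) fell from 635 ± 267 to 42.4 ± 13.7 (SD, n = 3 each), a log2 fold change of -3.90 with a standard error of 0.48. With DESeq2, all 6 had an adjusted p under 0.05.

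**Figure D3:**
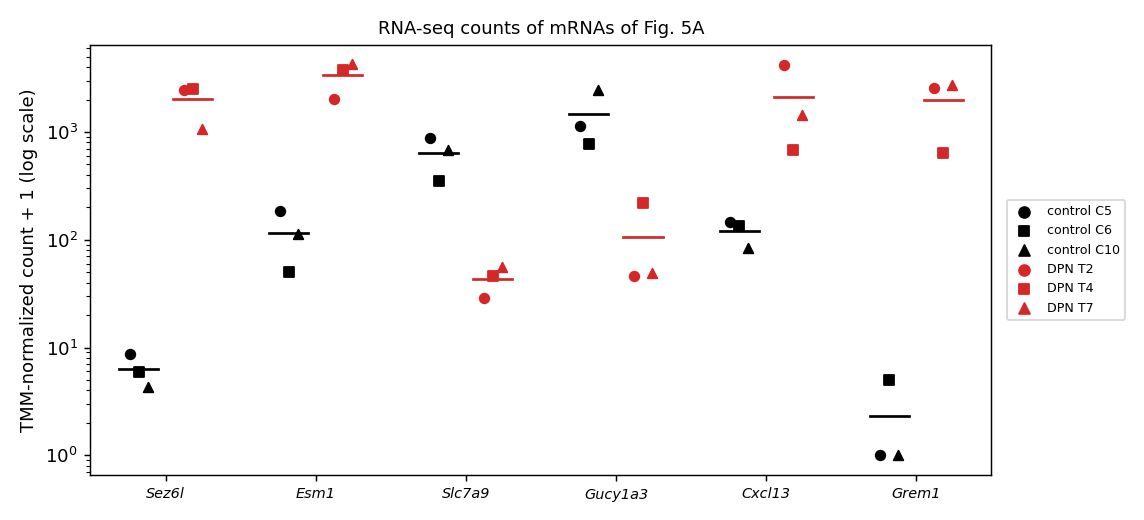
TMM-normalized count + 1 of 6 mRNAs of Fig. 5A in the RNA-seq samples, on a log scale, with 1 point per sample (control black, diabetic (DPN) red) and a bar at each group's mean (n = 3). For each mRNA the 3 points of one group lie apart from the 3 of the other.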

The qRT-PCR results were found to be consistent with the RNA-seq data.

**FIGURE 5:**
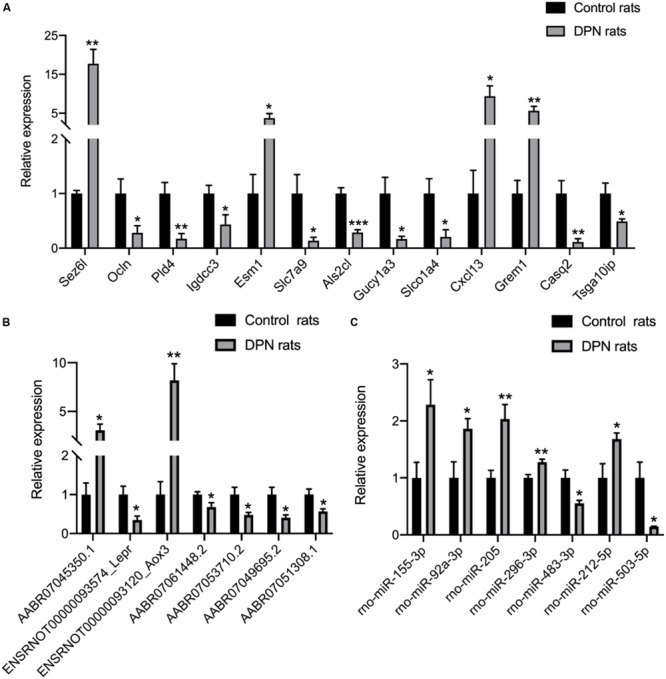
Confirmation of RNA-seq data in Schwann cells from streptozotocin (STZ)-treated rats and control rats by qRT-PCR. Thirteen mRNAs **(A)** were consistent with the RNA-seq results. Seven lncRNAs **(B)** were consistent with the RNA-seq results. Seven miRNAs **(C)** were consistent with the RNA-seq results. Results were presented as mean ± SEM of five independent experiments (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). RNA samples used for qRT-PCR analysis were independent of RNA-seq samples.

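Fig. 5B names the lncRNAs of Lepr and Aox3 by transcript and 5 other lncRNAs without one. These names correspond to 8 transcripts of Supplementary Table S3, which lists AABR07051308.1 with 2 transcripts. Supplementary Table S3 also lists the Lepr transcripts ENSRNOT00000093171 and ENSRNOT00000093648, which are not among the 8 and had log2 fold changes of -2.36 and -4.35. In the RNA-seq samples 6 of the 8 passed the unadjusted thresholds, and the normalized counts of the groups did not overlap for each of the 8. These transcripts were chosen on these samples, so the 10% that chance gives without selection is no measure here. An adjusted p under 0.05 was found for 1 over all transcripts tested and for 6 adjusted over the list alone, again a list chosen on these samples. The Lepr transcript ENSRNOT00000093574 fell from 1339 ± 148 to 220.2 ± 136 normalized counts (SD, n = 3 each), and the Lepr gene fell by 2.56 on the log2 scale. The Aox3 transcript ENSRNOT00000093120, a retained intron, rose from 97.3 ± 48.4 to 913 ± 417 (SD, n = 3 each), a log2 fold change of 3.23, while the log2 fold change of the Aox3 gene was 0.23 with a standard error of 0.49. The transcripts of AABR07051308.1 moved apart. ENSRNOT00000083718 had a count of 0 in the control samples and 1708 ± 232 normalized counts (SD, n = 3) in the diabetic samples, at least 569-fold higher (adjusted p = 0.027, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of ENSRNOT00000083718 was 0.17 without T2, 0.14 without T4 and 0.13 without T7 in the same edgeR test, and between 1.3e-24 (DESeq2) and 0.17 over all alternatives on transcript counts. ENSRNOT00000079208 fell from 759.6 ± 423 to 74.6 ± 24.9 (SD, n = 3 each), a log2 fold change of -3.34. The gene of both transcripts rose by 1.23 on the log2 scale. AABR07049695.2 fell from 1193 ± 70.97 to 652 ± 218 (SD, n = 3 each), and AABR07053710.2 from 16.4 ± 6.63 to 2.97 ± 1.05 (SD, n = 3 each). AABR07045350.1, an antisense transcript, rose by 1.67 on the log2 scale with a standard error of 0.76, and AABR07061448.2 fell by 2.41 with a standard error of 0.99. Neither passed the unadjusted thresholds. Without C10, the log2 fold change of AABR07045350.1 was 2.75 and that of AABR07061448.2 was -1.10.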

### Functional Enrichment Analyses

To investigate the biological effects of mRNAs, lncRNAs and miRNAs in SCs of DPN rats, GO analysis and KEGG pathway analysis were performed. GO analysis was used to analyze the up and down-regulated differentially expressed targeted genes individually. The GO biological process analysis showed that 6,258 downregulated biological process of GO terms and 6,321 upregulated biological process of GO terms were enriched. Of which, 147 GO terms were significantly downregulated and 320 GO terms were significantly upregulated (Supplementary Table S5, FDR < 0.05). 

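Supplementary Table S5 lists 56 downregulated genes under axon development, 51 under axonogenesis, 21 under action potential and 19 under myelination. A gene identifier was at hand for 24, 23, 7 and 9 of them, which is less than 80% of each list, so these genes are described and no enrichment was computed. All of them were lower in the diabetic group, the direction they were selected for on these samples, and 20, 19, 6 and 9 passed the unadjusted thresholds. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.16 under axon development and 0.12 under myelination. DESeq2 gave 9, 9, 6 and 5 genes with an adjusted p under 0.05. With each sample left out in turn, 11 to 17 genes under axon development passed the unadjusted thresholds, with the lowest number without T2 and without T7, and 5 to 8 under myelination, with the lowest without C6. Over all 134 genes with an identifier in the 16 terms and pathways the text names, 117 passed, and 76 passed without C6. The genes named for these terms and for the pathways were chosen after their values were seen. Under myelination, Pmp22 (ENSRNOG00000003338) fell from 36730 ± 10019 to 21738 ± 2740 normalized counts (SD, n = 3 each), and the groups did not overlap. Under action potential, Hcn4 (ENSRNOG00000009450) fell from 1054 ± 438 to 114 ± 68.3 (SD, n = 3 each) and Nalcn (ENSRNOG00000004752) from 631 ± 159.8 to 78.3 ± 36.1 (SD, n = 3 each).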

A fraction of significant enriched terms was listed in Figures 6A,B. Some significant GO terms were associated with the changes of SCs’ function such as myelination, action potential, axongenesis and axon development (Figure 6A). Pathway enrichment analyses were performed to explore crucial signaling pathways of DPN. The results showed 36 upregulated and 46 downregulated remarkable enriched pathways in Supplementary Table S6. 

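Downregulated genes of 5 pathways were taken from Supplementary Table S6. An identifier was at hand for 11 of 25 genes listed under cell adhesion molecules (CAMs), 6 of 14 under ECM-receptor interaction, 10 of 25 under axon guidance, 12 of 31 under the PI3K-Akt and 12 of 21 under the cAMP signaling pathway. Each of these genes was lower in the diabetic group, and 9, 5, 7, 11 and 11 passed the unadjusted thresholds. Their median log2 fold changes were -1.09, -1.30, -1.18, -1.17 and -1.05. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.12. DESeq2 gave 4, 2, 5, 7 and 7 genes with an adjusted p under 0.05. The number past the unadjusted thresholds depended on single samples. Without C6, 3 genes passed under CAMs, 2 under ECM-receptor interaction and 6 under PI3K-Akt. Under CAMs 5 passed without C5 and without T7, under ECM-receptor interaction 2 without T2 and 3 without C5 and without T7, under PI3K-Akt 7 without T2, and under cAMP 7 without T7. Under axon guidance the number stayed between 5 and 8. Cldn1 (ENSRNOG00000001926), listed under CAMs, fell from 38903 ± 5662 to 8823 ± 5178 normalized counts (SD, n = 3 each). Itgb4 (ENSRNOG00000005580), listed under ECM-receptor interaction, fell from 161320 ± 38431 to 51697 ± 19217 (SD, n = 3 each) and Thbs4 (ENSRNOG00000012471) from 733859 ± 8980 to 257451 ± 146243 (SD, n = 3 each). Efnb1 (ENSRNOG00000006877), listed under axon guidance, fell from 20584 ± 294 to 12150 ± 2144 (SD, n = 3 each). Creb3l1 (ENSRNOG00000005413), listed under both PI3K-Akt and cAMP signaling, fell from 26374 ± 4571 to 12963 ± 1314 (SD, n = 3 each). The groups did not overlap for these 5 genes, which were chosen after their values were seen.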

The top downregulated signaling pathways included many pathways related to SCs, such as cell adhesion molecules (CAMs), ECM-receptor interaction, axon guidance, and others related to intracellular pathways, such as PI3K-Akt signaling pathway, cAMP signaling pathway (Figures 6C,D). Among the top upregulated signaling pathway, immune response pathway and metabolism pathway were involved like IL-17 signaling pathways, TNF signaling pathway, p53 signaling pathway and PPAR pathway.

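Among the upregulated genes of these pathways in Supplementary Table S6, an identifier was at hand for 16 of 16 under IL-17, 16 of 17 under TNF, 18 of 18 under p53 and 13 of 13 under PPAR signaling. All were higher in the diabetic group, the direction they were selected for, and 14, 14, 16 and 10 passed the unadjusted thresholds. Over all genes tested, 0 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.08, for Ccl7. DESeq2 gave 10, 10, 11 and 5 genes with an adjusted p under 0.05. With each sample left out in turn, 11 to 15 genes under IL-17 and 4 to 11 under PPAR passed the unadjusted thresholds, with 4 under PPAR without C5, without C6 and without T2, and 6 without T4. The chemokine gene Ccl7 (ENSRNOG00000000239) rose from 1432 ± 231 to 5505 ± 1263 normalized counts (SD, n = 3 each), a log2 fold change of 1.94 with a standard error of 0.22, and Cxcl1 (ENSRNOG00000002802) rose from 161 ± 26.6 to 671 ± 120.5 (SD, n = 3 each). Under PPAR signaling, Fabp4 (ENSRNOG00000010805) rose from 909 ± 564 to 10036 ± 6539 (SD, n = 3 each) and Adipoq (ENSRNOG00000001821) from 164 ± 139 to 1424 ± 1200 (SD, n = 3 each). The rise was uneven. Fabp4 had 13752 normalized counts in T2, 13871 in T4 and 2486 in T7. Adipoq had 1237 in T2, 2707 in T4 and 329.4 in T7, close to 299.9 in C10. By the paper's staining the cultures also held cells other than SCs, and whether these contributed was not tested.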

**FIGURE 6:**
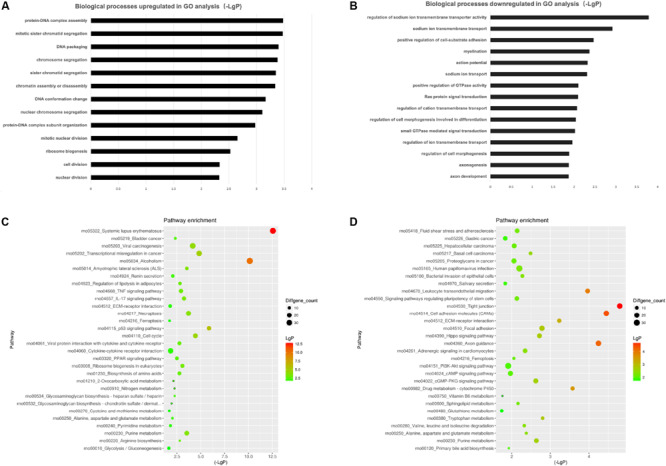
Gene ontology (GO) analysis and KEGG pathway analysis. GO annotation of biological processes (BP) related to upregulated and downregulated mRNAs **(A,B)** of DPN model. KEGG pathway enrichment analysis of upregulated and downregulated mRNAs **(C,D)** of DPN model.

### lncRNA–mRNA Network Construction and miRNA Target Prediction

Based on the expression correlation between the differentially expressed mRNAs and lncRNAs, the lncRNA-mRNA co-expression network was constructed firstly. The whole network consists of 161 lncRNAs and 1,511 mRNAs (Supplementary Table S7 and Supplementary Figure S1). 

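Of Supplementary Table S7, 1998 of 3026 relations were used here. The lowest absolute correlation among them was 0.982. The methods describe this network as built on weighted gene co-expression network analysis (WGCNA), which was not repeated here. For 1302 of these relations the correlation was recomputed on normalized counts without a log, and its median difference from the listed value was 2.5e-07. For comparison, correlations between the 164 lncRNA transcripts and the 2342 genes past the unadjusted thresholds were computed on log2(CPM + 1) over the 6 samples. The threshold was the one that the methods give for lncRNA-mRNA pairs of the ceRNA network, 0.8, here applied to the absolute correlation. With an unadjusted p under 0.05, which takes an absolute correlation above 0.811 with 6 samples, 126070 of 384088 pairs (32.8%) passed, of which 65898 had a positive correlation. They joined all 164 lncRNAs and all 2342 genes. The alternative that moved the number of pairs most was an absolute correlation of at least 0.98, which left 3346 pairs with 158 lncRNAs and 1546 genes. All RNAs entered had been selected for a difference between the groups. When the samples of the lncRNAs were reordered within each group, in all 36 ways, the other orders gave 102198 to 125172 pairs, with a median of 109631, or 87.0% of the number in the true order. The 4 orders that moved every sample gave 102835 to 107286. After the group means were subtracted, 46912 pairs passed, against 33731 to 45709 in the other orders.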

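AABR07064099.1 (ENSRNOT00000079885) is a lincRNA with raw counts of 1 in C5, 1 in C6, 5 in C10, 103 in T2, 15 in T4 and 13 in T7. It rose from 2.46 ± 2.55 to 45.4 ± 55.6 normalized counts (SD, n = 3 each), a log2 fold change of 4.15 with a standard error of 1.31 (adjusted p = 0.38, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without T2, its log2 fold change was 2.39. Its gene also has other isoforms, and the log2 fold change of the gene was 1.92. On log2(CPM + 1), its absolute correlation passed the threshold of 0.8, given in the methods for the ceRNA network, with 481 genes. On normalized counts without a log, and at the lowest correlation used from Supplementary Table S7, it was joined to 84 genes past the unadjusted thresholds of DESeq2. Without T2, 13.1% of these 84 pairs still had an absolute correlation above 0.878, the value that an unadjusted p under 0.05 takes with 5 samples, and 100.0% did without any other single sample. LOC691485 (ENSRNOG00000013097, chromosome 6, 137063611 to 137071722, plus strand) fell from 80.03 ± 94.99 to 11.5 ± 5.10 normalized counts (SD, n = 3 each), and the groups overlapped, with raw control counts of 13 in C5, 39 in C6 and 173 in C10. Without C10, the log2 fold change of LOC691485 was -1.18 instead of -2.79. Kcnt1 and P2rx2 were not analysed here.

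**Figure D4:**
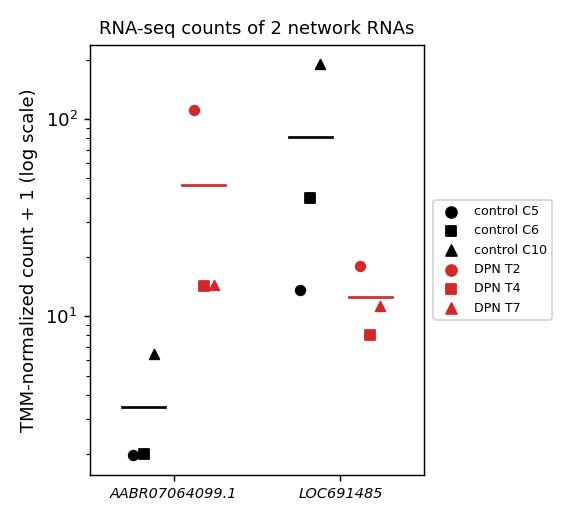
TMM-normalized count + 1 of AABR07064099.1 and LOC691485 in the 6 samples, on a log scale, with 1 point per sample (control black, diabetic (DPN) red) and a bar at each group's mean (n = 3). T2 lies highest for AABR07064099.1 and C10 for LOC691485.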

Among the network, the lncRNA ENSRNOT00000079885_AABR07064099.1 had the highest degree of 78 and the mRNAs Kcnt1, LOC691485 and P2rx2 had the highest degree of 13. 

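In Supplementary Table S7, 8 lncRNAs have a degree of at least 45. Of these, 5 had their highest normalized count in T2 and 3 in C10. AABR07071383.1, with the paper's degree of 59, had 11.7, 11.96 and 7.45 normalized counts in C5, C6 and C10 and 80.5, 42.9 and 53.5 in T2, T4 and T7. For the Kifc2 transcript ENSRNOT00000093044, 17 of 53 pairs still had an absolute correlation above 0.878 without C10. By the same limit, AABR07064099.1 kept 11 of 84 pairs without T2. Without T2, AABR07071383.1 kept 63 of 63 pairs, AABR07031247.1 54 of 54, LOC102547039 57 of 57 and AABR07037489.1 47 of 47. Without C10, the Lrrc71 transcript ENSRNOT00000092921 kept 61 of 61 and AABR07068887.2 47 of 51. Over all 164 lncRNAs, 96.9% of 3329 pairs were kept without T2 and 89.7% without C10. The pairs were chosen at an absolute correlation of about 0.982 or more, among RNAs selected for a group difference. The limit for keeping a pair was lower, so a high share kept does not show a robust degree. LOC102547039 and AABR07037489.1 had 0 counts in each control sample and at most 10.46 and 15.68 normalized counts in a diabetic sample.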

Considering the figure cannot clearly display the complex relationship in whole network, nine top lncRNAs (degree ≥ 45) and related 147 mRNAs were selected to construct sub-lncRNA-mRNA network (Figure 7). Moreover, miRanda and miRTarBase database were used to predict the target mRNAs and lncRNAs (Supplementary Table S8). As the results, 2,634 mRNAs and 178 lncRNAs were predicted from 49 differentially expressed miRNAs identified from RNA-seq.

**FIGURE 7:**
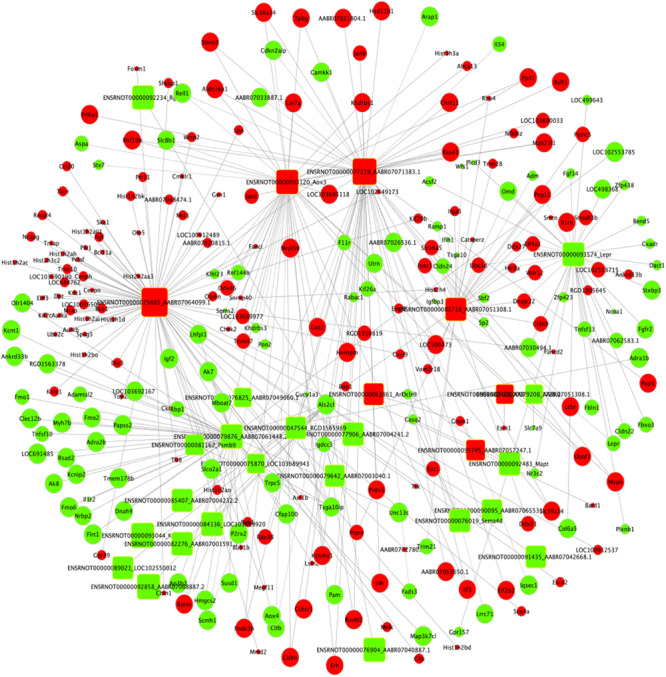
Sub-lncRNA–mRNA regulatory network was established based on 147 mRNAs and 9 lncRNAs. lncRNA and mRNA were indicated to round rectangle and ellipse, respectively. The red nodes represented upregulated RNAs and green nodes represented downregulated RNAs. The size of a node indicated the degree of node in the network.

### Construction of ceRNA Network

The ceRNA regulatory network was established in order to reveal the potential molecular mechanism in SCs involved in DPN pathogenesis based on the ceRNA hypothesis. In this study, 53 miRNAs, 59 lncRNAs and 1,229 mRNAs were found by bounding the number of miRNA response elements (MREs) and the number of miRNAs shared by lncRNA-mRNA more than 1 (Supplementary Table S9 and Supplementary Figure S2). Considering the figure cannot clearly display the complex relationships among 1,341 RNAs that constituted the ceRNA network, we selected miRNAs which had higher degree in the network and validated by qRT-PCR to construct the network diagram involving 38 lncRNAs, 10 miRNAs, and 702 mRNAs (Figure 8A). Based on the validation results of qRT-PCR and the connection with diabetes, miR-212-5p and predicted target Gucy1a3 was selected to further display the ceRNA network (Figure 8B). 

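Gucy1a3 (ENSRNOG00000012302, chromosome 2, 181045703 to 181102918, minus strand) fell from 1457 ± 891 to 104 ± 99.8 normalized counts (SD, n = 3 each) in the RNA-seq samples. The log2 fold change was -3.80 with a standard error of 0.84. Its adjusted p over all genes tested was 0.21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1e-05 to 0.44 over the alternatives, with the lowest value from DESeq2. The diabetic samples had raw counts of 42 in T2, 250 in T4 and 47 in T7, all below the control samples with 1175 in C5, 772 in C6 and 2259 in C10. The log2 fold change was -4.96 without T4 and -3.20 without C10, the lowest and the highest of the fits that each left out 1 sample.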

The lncRNAs such as LOC108348568, AABR07030791.1, LOC102550012, AABR07054488.1, AABR07036331.2, AABR07061328.1, AABR07063724.1, and AABR07063724.1 associated with miR-212-5p was also showed in Figure 8B. 

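The names are 7 lncRNAs, each with 1 transcript in Supplementary Table S3, all lincRNAs. In the RNA-seq samples 6 were lower and 1 was higher in the diabetic group, and the normalized counts of the groups did not overlap for each of the 7. These lncRNAs were chosen on these samples, so the 10% that chance gives without selection is no measure here. The unadjusted thresholds were passed by 3, AABR07030791.1, AABR07054488.1 and AABR07063724.1. Over all transcripts tested, 0 had an adjusted p under 0.05, and 2 had one adjusted over the list alone, a list chosen on these samples. With DESeq2, 7 passed the unadjusted thresholds, and with C6, T4 or T7 left out, 2 did. Most had few counts. AABR07030791.1 had raw counts of 10, 26 and 8 in the control samples and 0 in each diabetic sample, at least 4.92-fold lower. AABR07054488.1 had 7, 14 and 8 in the control samples and at most 2 in the diabetic samples, at least 3.27-fold lower. AABR07063724.1 fell from 28.5 ± 9.34 to 6.58 ± 2.57 normalized counts (SD, n = 3 each). AABR07061328.1, which rose, had 2.52 ± 4.37 normalized counts in the control and 25.6 ± 9.35 in the diabetic group (SD, n = 3 each), and its control counts were 0 in C5, 0 in C6 and 7 in C10. LOC108348568, LOC102550012 and AABR07036331.2 had log2 fold changes of -0.81, -1.56 and -0.73, with standard errors of 0.35, 0.69 and 0.34. LOC102550012 had raw counts of 21 in C5, 39 in C6 and 96 in C10, against 19 in T2, 23 in T4 and 14 in T7. Its raw counts overlapped between the groups. In normalized counts C5, with 20.44, lay barely above T2 with 20.21 and T4 with 20.19. Without C10, the log2 fold change of LOC102550012 was -0.71.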

To further confirmation, dual-luciferase reporter assay was used to verify the relationship between miR-212-5p and Gucy1a3. The result showed that miR-212-5p could target the Gucy1a3 3′-UTR and decreased luciferase activity (Figure 9), which was consistent with the results of RNA-seq and qRT-PCR. However, the luciferase activities in the mutant group and empty control group with miR-212-5p mimics also decreased (Figure 9B). We analyzed that the main reason of this result was the potential interaction between the pMIR-REPORT Luciferase vector and miR-212-5p mimics.

**FIGURE 8:**
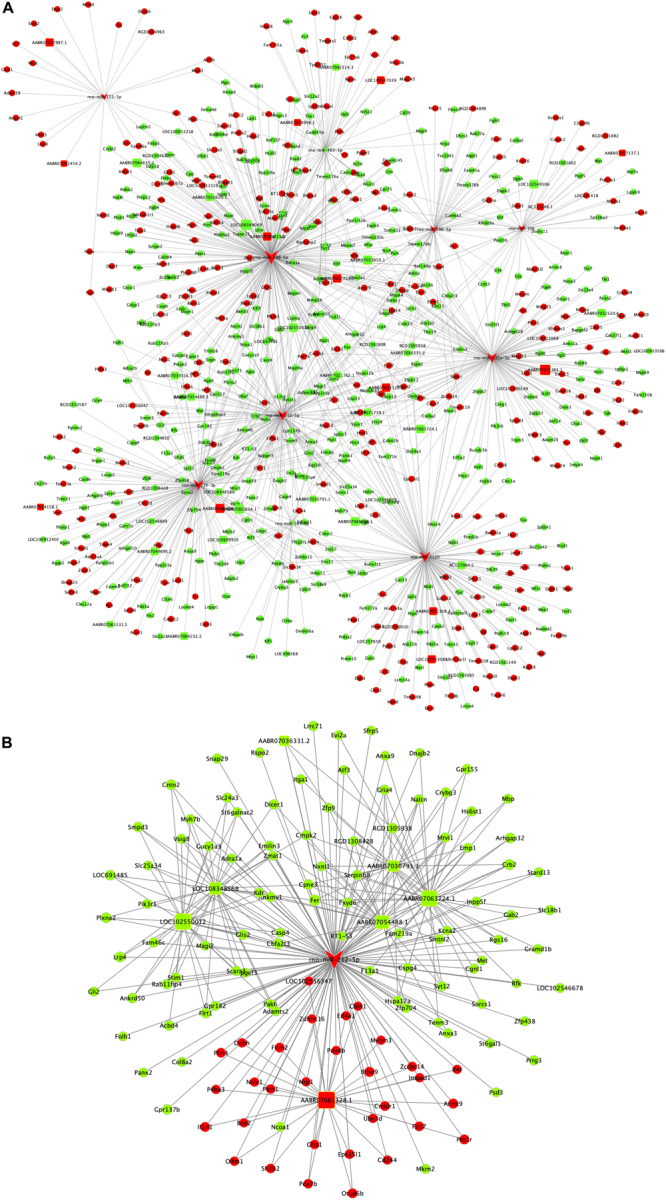
Competing endogenous RNA network in DPN model. The competing endogenous RNA network is based on miRNA-target relationship and co-expressed interactions between mRNA and lncRNA. The whole competing endogenous RNA network **(A)** in the DPN model. The sub competing endogenous RNA network **(B)** consists of miR-212-5p, 7 lncRNAs and 125 mRNAs. miRNA was indicated to V-shape, lncRNAs were indicated to round rectangle and mRNAs were indicated to ellipse. The red nodes represented upregulated RNAs and green nodes represented downregulated RNAs. The size of a node indicated the degree of node in the network.

**FIGURE 9:**
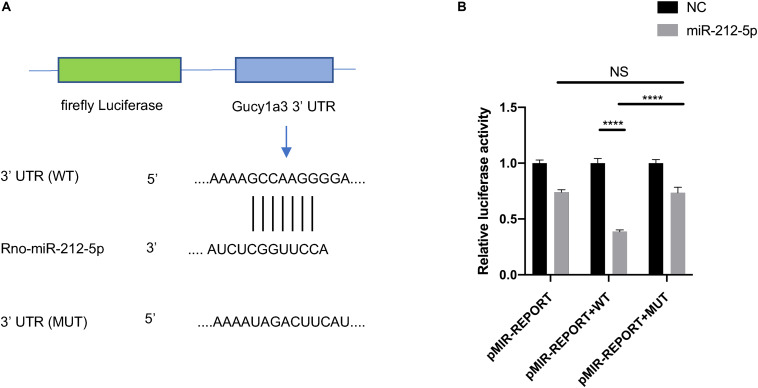
The interaction between Gucy1a3 and miR-212-5p. Potential binding sites of miR-212-5p and 3′ UTR of Gucy1a3 mRNA predicted by TargetScan **(A)**. Dual-Luciferase activity assay showed that miR-212-5p could bind with the 3′ UTR of Gucy1a3 mRNA **(B)**. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Discussion

Diabetes mellitus is a worldwide disease with high incidence, and a growing number of DM patients are suffering from DPN (Feldman et al., 2017). A large amount of review and analysis of the literature suggest the possible mechanism in DPN development (Mizisin, 2014; Gonçalves et al., 2017, 2018). Nevertheless, there is a lack of the effectual treatment for diabetic neuropathy and neuropathic pain. SCs play a vital role in the process of DPN (Gonçalves et al., 2017). Recent experimental data provide further insight into the complex relationship between dysfunctional SCs and neuropathy. To better explore the new targets for early diagnosis and treatment, the specific molecular mechanism of SCs in DPN need to be understood. In this study, 8 weeks after streptozotocin injection, the DPN model in rats was established (Zochodne et al., 2007). Moreover, adult rat SCs were isolated and cultured successfully. In order to elucidate the detailed mechanism and the pathogenesis of DPN, RNA-seq technology was applied to systematically analyze the differentially expressed lncRNAs, miRNAs and mRNAs of SCs from DPN rats and the ceRNA regulatory network was established.

In the present study, 2,925 mRNAs, 164 lncRNAs and 49 miRNAs were significantly upregulated or downregulated in SCs of DPN rats. The expression levels of mRNAs, lncRNAs, and miRNAs were confirmed in the model of DPN via qRT-PCR validation and the results were in accordance with RNA-seq data. Furthermore, some confirmed RNAs have been reported associated with diabetes mellitus or DPN in the past few years. For example, chemokine CXCL13 (C-X-C motif chemokine ligand 13) and its receptor CXCR5 (C-X-C chemokine receptor type 5) associated with inflammatory response have been demonstrated directly to be a pivotal regulator in the pathogenesis of painful diabetic neuropathy via ERK pathway (Liu et al., 2019). The study shows that Ocln (occludin), a tight junction protein involved in myelin sheath related to SCs, has significant differences in patients with demyelinating peripheral neuropathies (Manole et al., 2015). Gene Grem1 and Slc7a9 are associated with diabetic nephropathy (McKnight et al., 2010; Guan et al., 2016). It is reported that miR-483-3p could target vascular endothelial zinc finger 1 (VEZF1) to modulate endothelial integrity in patients with type 2 diabetes (Kuschnerus et al., 2019). Studies also show that miR-212-5p regulated lipid metabolism targeting fatty acid synthase (FAS) and stearoyl-CoA desaturase-1 (SCD1) (Guo et al., 2017). In addition, miRNA-212-5p is related to the neuron death in the central nervous system (Sun et al., 2018; Xiao et al., 2019). Moreover, recent studies have also reported the integral roles of lncRNAs in DPN (Liu C. et al., 2017; Peng et al., 2017), and previous studies apply microarray technology to analyze the differentially expressed lncRNAs in dorsal root ganglia from STZ-induced diabetic rats (Du et al., 2019; Guo et al., 2019). These differentially expressed RNAs may be a potential target for diagnosis and therapy of DPN.

To further investigate in the potential biological implications of changes in RNAs of SCs in DPN, GO analysis and KEGG pathway analysis were carried out. In biological process fold enrichment of GO analysis, a mass of significant enriched downregulated GO terms such as axon development (GO:0061564), axonogenesis (GO:0007409), action potential (GO:0001508), myelination (GO:0042552), and axon ensheathment (GO:0008366) showed that diabetes contributed to dysfunction of SCs and nerve degeneration which consistent with previous studies (Sango et al., 2006; Mizisin, 2014). In addition, there is obvious co-relevance between Schwannopathy and DPN. 

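Under axon ensheathment, Supplementary Table S5 lists 19 downregulated genes, and the 9 with an identifier at hand are the same 9 genes as under myelination. Among them Myoc (ENSRNOG00000003221) had the largest fall, from 7124 ± 5667 to 435 ± 153 normalized counts (SD, n = 3 each), a log2 fold change of -4.03 with a standard error of 0.65. Tnfrsf21 (ENSRNOG00000011517) fell from 20800 ± 4420 to 6367 ± 2621 (SD, n = 3 each), and Dicer1 (ENSRNOG00000010711) fell by 0.32 on the log2 scale. From the downregulated terms, the paper concludes that diabetes played a part in nerve degeneration and in the dysfunction of SCs.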

The causes for the changes in structure and function of peripheral nerve are the hyperglycemia-driven SC stress and neurodegeneration that leads to DPN (Gonçalves et al., 2017).

According to the pathway analyses, 36 upregulated and 46 downregulated enriched pathways were obtained to further explain the underlying functions of differentially expressed RNAs. 

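For the tight junction pathway, 12 of 25 downregulated genes in Supplementary Table S6 had an identifier at hand. All 12 were lower in the diabetic group, and 9 passed the unadjusted thresholds. Amotl2 (ENSRNOG00000008487) fell from 31610 ± 10875 to 12956 ± 2570 normalized counts (SD, n = 3 each). Tjp1 (ENSRNOG00000011077) fell from 52205 ± 6474 to 37159 ± 7866 (SD, n = 3 each), and the groups overlapped. For the AGE-RAGE signaling pathway, 12 of 12 upregulated genes had an identifier, 12 were higher in the diabetic group and 11 passed. Mmp2 (ENSRNOG00000016695) rose from 159583 ± 31913 to 287895 ± 46215 (SD, n = 3 each) and Col3a1 (ENSRNOG00000003357) from 720070 ± 359379 to 1427023 ± 269255 (SD, n = 3 each). With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes of these lists had an adjusted p under 0.05, and the smallest adjusted p was 0.18 for tight junction and 0.087 for AGE-RAGE. DESeq2 gave 6 and 8 genes with an adjusted p under 0.05. Without C6, 5 genes of the tight junction list passed the unadjusted thresholds, and without T2, 7 of the AGE-RAGE list. Amotl2, Tjp1, Mmp2 and Col3a1 were chosen after their values were seen.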

The remarkable downregulated pathways involved tight junction (rno04530), cell adhesion molecules (CAMs, rno04514), axon guidance (rno04360) and PI3K-Akt signaling pathway (rno04151) while the upregulated pathways involved p53 signaling pathway (rno04115), TNF signaling pathway (rno04668), PPAR signaling pathway (rno03320) and AGE-RAGE signaling pathway in diabetic complications (rno04933). Interestingly, there are many signal conduction paths and molecular mechanisms that may participate in the pathological progression of DPN which has been reported. AGE-RAGE signaling pathway is a significantly enriched pathway that plays roles in regulating the sustained oxidative stress and inflammation that occurs in DPN (Wang et al., 2019). Importantly, hyperglycemia-induced excess formation of advanced glycation end product (AGE) results in axonal demyelination and degeneration, the structure and function changes of SCs and the detrimental effects on axons (Yagihashi et al., 1992; Sugimoto et al., 2008). In addition, the receptor for AGE (RAGE) is expressed in endothelial and SCs and the interactions between AGEs and RAGE induce to the Schwannopathy and microangiopathy in the peripheral nerve under diabetic state (Wada and Yagihashi, 2005). Furthermore, gentiopicroside has been demonstrated to have protective effect on DPN through PPAR-γ/AMPK/ACC signal pathway (Lu et al., 2018). The neuroprotective effects of Heparin-Poloxamer thermosensitive hydrogel co-delivered with basic fibroblast growth factor (bFGF) and nerve growth factor (NGF) on diabetic rats are mainly attributed to the activation of phosphatidylinositol 3 kinase and protein kinase B (PI3K-Akt) signaling pathway and mitogen-activated protein kinase kinase/extracellular signal-regulated kinase (MAPK/ERK) signaling pathway (Li et al., 2018). Moreover, a vast array of signaling pathways involving axon guidance, TNF-α signaling, loss of tight junction which accounted for the pathogenesis of DPN, have been mentioned in many literatures (Pande et al., 2011; Dewanjee et al., 2018). In this study, the enrichment of the above-mentioned pathways suggests the possible therapeutic targets of DPN.

The most possible ceRNA network involved in the pathogenesis and development of DPN was selected and constructed. Rno-miR-212-5p had the high degree in the whole ceRNA network while its predicted targets (according to the target prediction database, miRanda) included Gucy1a3 (encoding guanylate cyclase soluble subunit alpha-3). Both of them were listed as differentially expressed RNAs and validated by qRT-PCR. Gucy1a3, a subunit of soluble Guanylyl Cyclase, is involved in cGMP-PKG signaling pathway (Midttun et al., 2018). Furthermore, recent research finds that sildenafil increased cGMP by blocking PDE5 (phosphodiesterase-5) which can abolish the negative effect of hyperglycemia on SCs and exert the beneficial effects on DPN through the cGMP-PKG signaling pathway (Hendrix et al., 2013). It seems a reasonable deduction that overexpression of miR-212-5p may downregulate the level of Gucy1a3 in SCs contributing to DPN via cGMP-PKG signaling pathway. To further investigate the role of miR-212-5p in SCs of DPN, a subnetwork was extracted from the globe ceRNA network of DPN. The subnetwork showed that some lncRNAs such as LOC102550012, AABR07061328.1, AABR07063724.1, AABR07054488.1, and AABR07030791.1 may participate in the regulation of interaction of miR-212-5p and Gucy1a3. Among the mentioned lncRNAs, LOC102550012, which had the highest degree in the downregulated lncRNAs of ceRNA subnetwork and also had interaction with Gucy1a3, probably have the great possibility of competitively bounding with miR-212-5p, acting as the ceRNA and leading the expression level of Gucu1a3 changes. Above all, LOC102550012, miR-212-5p and Gucy1a3 might play an important role in the development of DPN related to dysfunction of SCs and need deeper studying and probing.

In summary, our study is the first to detect and analyze mRNAs, lncRNAs, and miRNAs changes in SCs from STZ-treated rats with DPN and reveal the novel interactions between differentially expressed RNAs and the pathogenesis of DPN. However, peripheral nerve system does not only consist of axons and SCs, mesenchymal cells, endothelial cell, immune cells like NK cells, and T cells are also abundant in nerves. Importantly, the interactions between them under the diabetic state still remain to be discussed. Moreover, the changes in protein expression level need further observation and exploration. Therefore, further studies are needed to find the complete proteomic and specific pathways of differentially expressed RNAs, the connections among different kinds of cells in peripheral nerve system during the process of DPN, and novel targets to treat DPN.

## Data Availability Statement

The RNA-seq data of Schwann cells from diabetic rats and control rats can be accessed online with the accession GEO: GSE142785 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?a cc=GSE142785).

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of Huazhong University of Science and Technology.

## Author Contributions

CW and YC designed the conceptual idea for this study. CW, XX, and JC performed the experiments and collected the data. YK and JG helped with data analysis. CW and HX performed the bioinformatic analysis. SR, TJ, and GG conducted the rats feed and DPN models. CW and XX wrote the manuscript. DD, XY, and H-GM revised the manuscript. MY and ZC provided study materials. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Construction and Analysis of lncRNA–miRNA–mRNA Competing Endogenous RNA Network of Schwann Cells in Diabetic Peripheral Neuropathy
**Source:** Front Bioeng Biotechnol. 2020 May 25;8:490. doi: 10.3389/fbioe.2020.00490
**Supplement:** Supplementary file 10

Supplementary Material

# Supplementary data

**1.1 supplementary file 1** Total RNA Sample QC Report

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1.** The whole lncRNA-mRNA co-expression network.

**Supplementary Figure 2.** The whole lncRNA-miRNA-mRNA ceRNA network.

**Supplementary Table 1.** Primers used for qRT-RCR in this study.

**Supplementary Table 2.** Differentially expressed mRNA transcripts from RNA-seq analysis. Information about the upregulated and downregulated mRNA transcripts in DPN rats compared with control rats.

**Supplementary Table 3.** Differentially expressed lncRNA transcripts from RNA-seq analysis. Information about the upregulated and downregulated lncRNA transcripts in DPN rats compared with control rats.

**Supplementary Table 4.** Differentially expressed miRNA transcripts from RNA-seq analysis. Information about the upregulated and downregulated miRNA transcripts in DPN rats compared with control rats.

**Supplementary Table 5.** GO analysis results.

**Supplementary Table 6.** Pathway analysis results.

**Supplementary Table 7.** Information about lncRNA-mRNA co-expression network.

**Supplementary Table 8.** Target gene prediction of differentially expressed miRNAs by miRanda and miRTarBase database.

**Supplementary Table 9.** Information about lncRNA-miRNA-mRNA ceRNA network.

# Supplementary material for: The Construction and Analysis of lncRNA–miRNA–mRNA Competing Endogenous RNA Network of Schwann Cells in Diabetic Peripheral Neuropathy
**Source:** Front Bioeng Biotechnol. 2020 May 25;8:490. doi: 10.3389/fbioe.2020.00490

## Total RNA Sample QC Report

### 1 . Results

| ID | Sample Name | Qubit concentration (ng/μl) | Total (μg) | Nano Drop A260/A280 | 4200 RIN | 4200 28S/18S | Results |
|----|-------------|-----------------------------|------------|---------------------|----------|--------------|---------|
| 1  | T2          | 924                         | 41.58      | 2.10                | 10.0     | 2.6          | A       |
| 2  | T4          | 152.4                       | 6.858      | 2.04                | 9.9      | 2.2          | A       |
| 3  | T7          | 1104                        | 49.68      | 2.08                | 10.0     | 2.2          | A       |
| 4  | C5          | 342                         | 15.39      | 2.10                | 10.0     | 2.3          | A       |
| 5  | C6          | 240                         | 10.8       | 2.10                | 10.0     | 2.4          | A       |
| 6  | C10         | 195                         | 8.775      | 2.08                | 10       | 2.3          | A       |

### 2 . Comprehensive assessment instructions

| Level | Quantity         | Quality        | Problem               | Suggestion                                                                 |
|-------|------------------|----------------|-----------------------|----------------------------------------------------------------------------|
| A     | 2 or more times  | Acceptable     | /                     | allows for subsequent experiments                                          |
| B     | 1 time           | Acceptable     | /                     | allows for subsequent experiments / enable backup samples / resend samples |
| C     | Less than 1 time | Acceptable     | insufficient quantity | resend samples                                                             |
| D     | /                | not acceptable | partial degradation   | resend samples                                                             |
| E     | /                | not acceptable | degradation           | resend samples                                                             |

### 3 . 4200 RIN

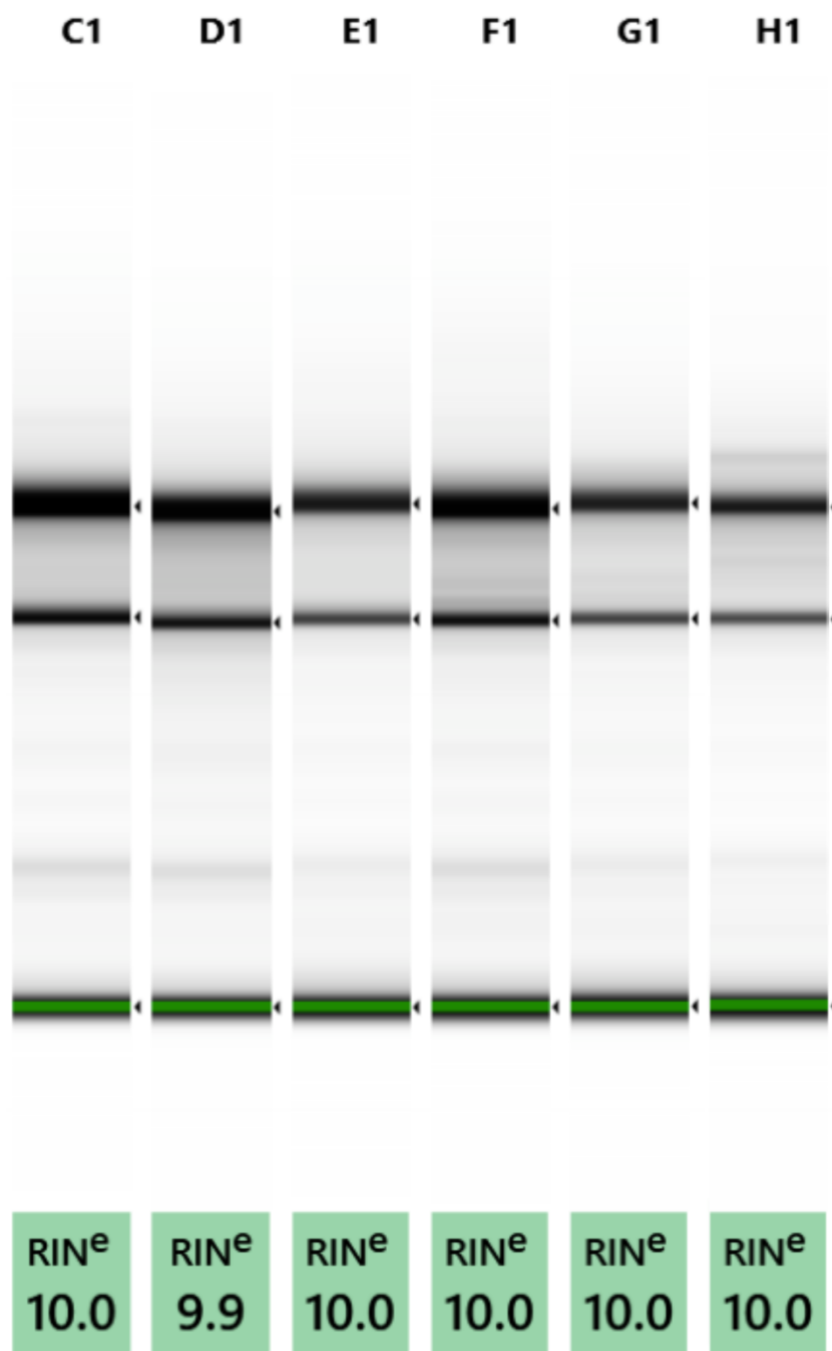

|    |      |     |      |     |
|----|------|-----|------|-----|
| C1 | 10.0 | 2.6 | 103  | T2  |
| D1 | 9.9  | 2.2 | 92.3 | T4  |
| E1 | 10.0 | 2.2 | 56.1 | T7  |
| F1 | 10.0 | 2.3 | 86.3 | C5  |
| G1 | 10.0 | 2.4 | 51.8 | C6  |
| H1 | 10.0 | 2.3 | 41.6 | C10 |

## C1: T2

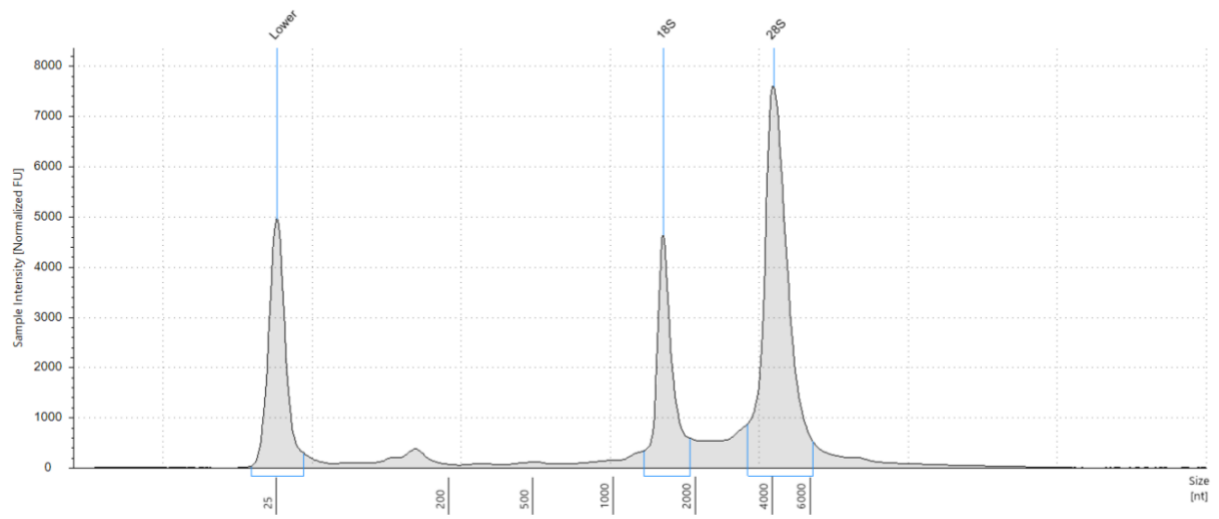

## D1: T4

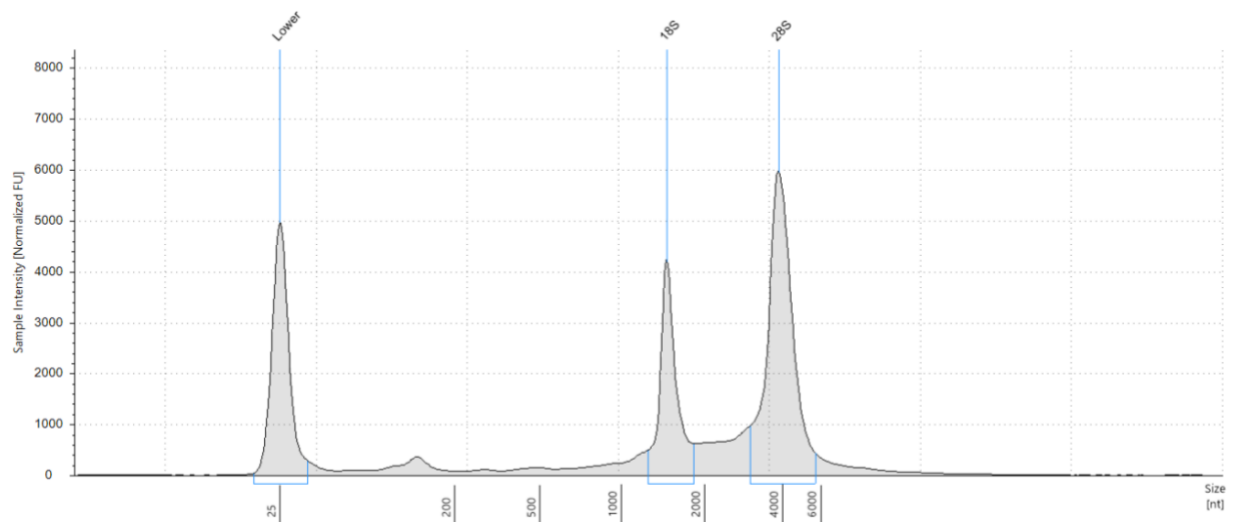

Sample Table

**E1: T7**

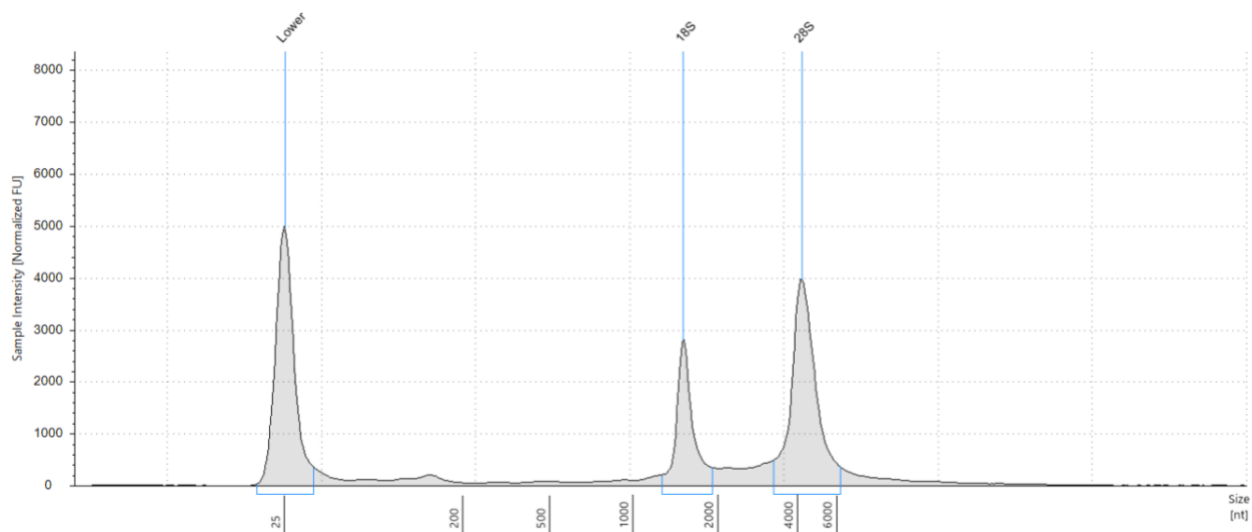

Sample Table

**F1: C5**

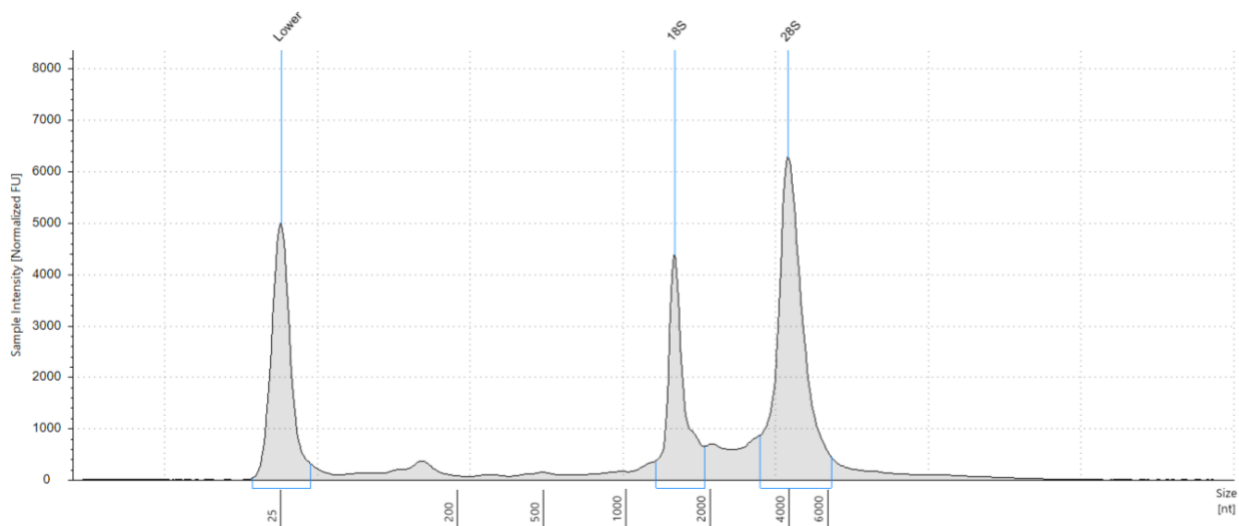

**G1: C6**

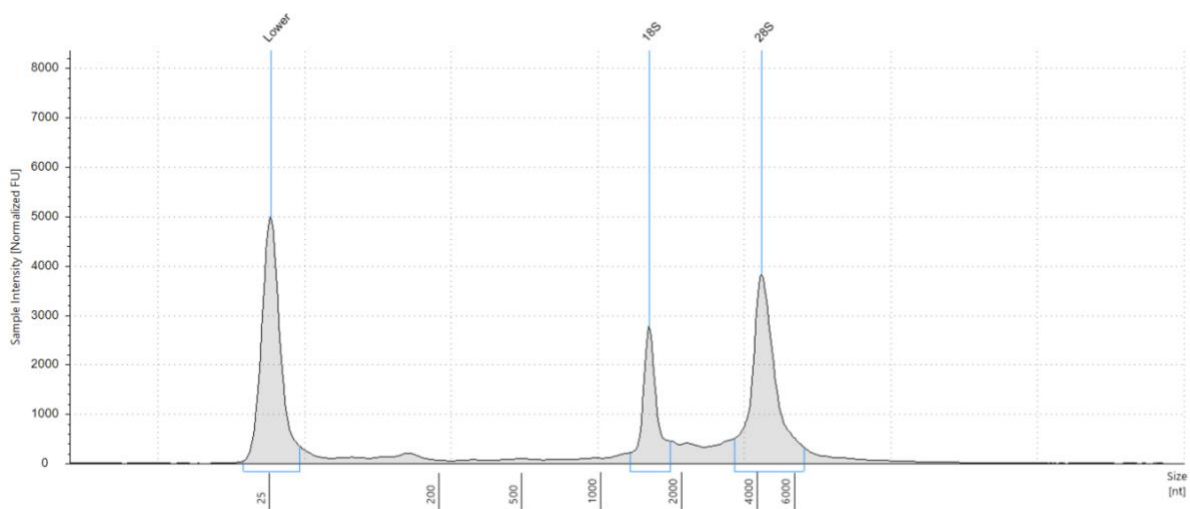

**H1: C10**

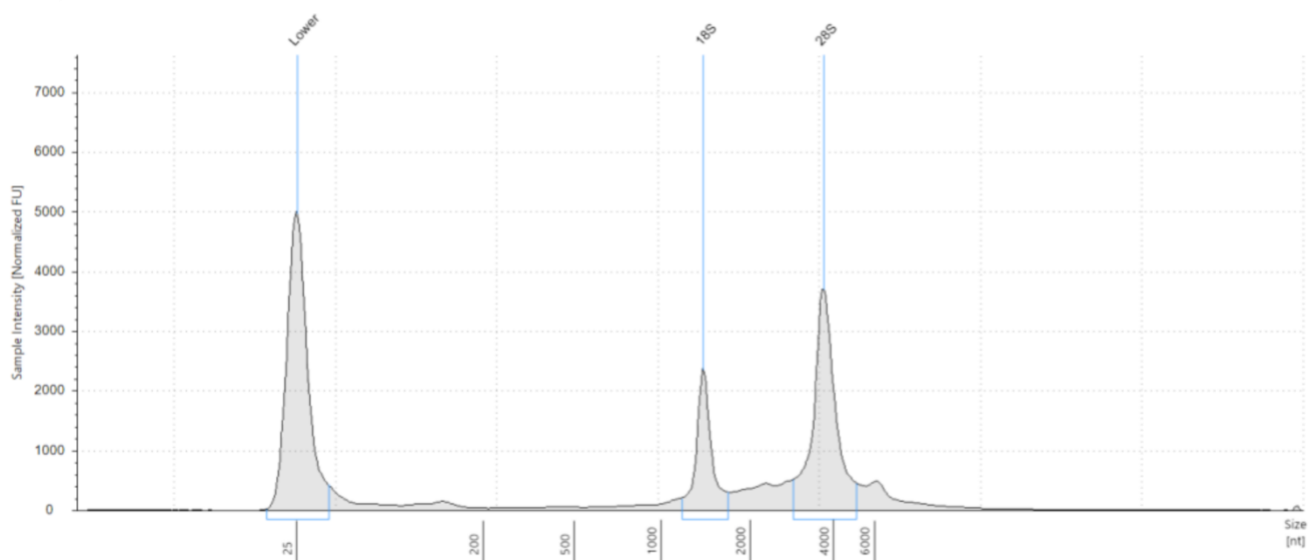

**Supplement:** Supplementary file 11

How the deposited data were processed for this re-analysis (not part of the article)

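Total RNA of Schwann cells (SCs) cultured from the sciatic nerves of 3 control rats and 3 rats with streptozotocin (STZ) diabetes was sequenced by the authors. Samples C5, C6 and C10 were the control group and T2, T4 and T7 the diabetic group, and the groups were taken from the sample names and the article. Small RNA sequencing, behavioral tests, electron microscopy and reporter assays were not analysed here.

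The authors aligned the reads with HISAT2 and quantified genes and transcripts with StringTie. They deposited counts of 32883 genes and 41078 transcripts without normalization, and the authors also deposited FPKM values, which are scaled to the length and to the library total. All 24 columns of the 4 tables were assigned to samples by their names. A StringTie count is derived from read coverage, so a low count may stand for fewer fragments than its size. Multiples of 4 were present among the low counts, but the share expected without a unit of 4 was not computed. The total count per sample was between 120207752 and 147275245. Under a conversion of 4 counts to 1 fragment, the totals would be between 30051938 and 36818811. An exact permutation test of 3 samples against 3 cannot give a p-value below 0.1.

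Genes and transcripts with a total of at least 10 counts in the 6 samples were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust quasi-likelihood dispersions and no covariate. The thresholds of the article were used, an unadjusted p under 0.05 with a fold change above 1.2 or below 0.83, beside a Benjamini-Hochberg adjusted p under 0.05. Normalized counts are counts divided by the TMM-scaled library size and brought back to the scale of the counts. Where all samples of a group had at most 3 counts, the fold was computed against 3 counts and is a lower bound. The lncRNA transcripts were the 164 of Supplementary Table S3, looked up in the test over all transcripts. Gene symbols and coordinates came from Supplementary Tables S2 and S3. The coordinates are printed as in those tables, and the reference used here for names holds another assembly, GRCr8, with no identifiers that match the count tables. Genes in the part of Supplementary Table S2 that was not used here have no symbol, so sets of genes were described and not tested for enrichment.

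The genes named were those the article names in its text or in Fig. 5, and the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 100 normalized counts in the higher group and no overlap between the groups. Other genes are named as chosen after their values were seen. Some genes of the named terms and pathways are not reported here.

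Pearson correlations between lncRNAs and genes were computed over the 6 samples on log2(CPM + 1), with the threshold of 0.8 and p under 0.05 that the article gives for lncRNA-mRNA pairs of the ceRNA network, applied here to the absolute correlation. The WGCNA behind the co-expression network of the article was not repeated here. Because the RNAs were selected for a difference between the groups, the samples of the lncRNAs were reordered within each group in all 36 ways, and the correlations were also computed after the group means were subtracted. In simulated data with a group difference alone, the reordered samples kept 100.1% of the pairs, and with a factor shared within each sample they kept 8.3%.

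The alternatives were DESeq2 1.42.0, which the article used in another version, DESeq2's size factors or upper-quartile normalization in edgeR, no filter or edgeR's filterByExpr on low counts, each sample left out in turn, and limma 3.58.1 on log2(FPKM + 1) with a mean FPKM of at least 0.1, with a pseudocount of 0.1, and without that filter. For lncRNAs, the counts of their genes were an alternative, and for correlations, log2(FPKM + 1), normalized counts without a log, and an absolute correlation of at least 0.98. Counts divided by 4, removal of each sample's trend with gene length, and a term for the larger or smaller library totals were 3 alternatives added after the data were seen. The edgeR test of genes and of transcripts, and for genes also DESeq2 and the edgeR test with the length trend removed, were run on all 10 splits of the 6 samples into 3 and 3.

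The tests were run on simulated counts with 200 changed genes. The edgeR test found 105 of them at an adjusted p under 0.05 with 7 false calls among 18670 genes tested, DESeq2 found 155 with 108 false calls among 19132, and limma found 103 with 5 false calls among 16428. In a second simulation, with the dispersion of each gene divided by 4, edgeR found 176 with 25 false calls among 18884 genes tested, DESeq2 183 with 100 among 19148 and limma 173 with 16 among 16503. An edgeR fit with the mean log2 CPM of the 13 cell cycle genes with an identifier as a term was added after the data were seen, and was run on simulated counts of 18890 genes, also with the dispersion divided by 4, in which 200 genes followed the cell cycle genes and 200 others the groups, and the median log2 fold change between the groups was 0.07 for the former and 1.97 for the latter. Correlations and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.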

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

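The tests on the share of cell types and on the growth of the cultures, and the count of splits for genes with an adjusted p under 0.05, were set before the results were seen, and the test on transcripts counted in 1 group alone and the fit with the cell cycle genes as a term were chosen after.

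Of the 7 genes with an adjusted p under 0.05 between the groups, 5 that were higher in the diabetic samples are not named in the text of the article, and each lay above the level of the control samples. They are Pigg, with a mean of 2109 normalized counts in the diabetic samples, Gatd1 with 1810, Il1rl1 with 4276, Htr2a with 6464 and AABR07049085.1 with 21802. AABR07049085.1 had the smallest rise of the 6 genes that rose, a log2 fold change of 1.67, lies outside the rule for the genes named, and was chosen after its values were seen. Its adjusted p was 0.013 over all genes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and with 1 sample left out it was between 0.048, without T2, and 0.082, without C6.

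Pigg and Gatd1 had 0 counts in each control sample and at least 1632 raw counts in each diabetic sample. Among all transcripts, 8 had at least 100 counts in every sample of one group and at most 3 in every sample of the other. Other splits of the samples gave from 4 to 12 such transcripts, and 5 of the 10 splits, the real one included, gave as many as the groups. A candidate explanation for Pigg and Gatd1 is therefore that such counts appear and vanish in single samples without following the diabetes, for example through a variant carried by some of the rats or through the assignment of reads among similar genes, neither of which was tested here. An effect of diabetes on these genes stays open.

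Il1rl1, Htr2a and AABR07049085.1 were counted in all 6 samples, so their counts did not appear and vanish as those of Pigg and Gatd1 did. A variant or the assignment of reads could still shift counts above 0, which was not tested for them either. The real split gave 7 genes with an adjusted p under 0.05, the other splits 0 to 2, and 1 of the 10 splits, the real one, gave as many, which is the smallest share that 3 samples against 3 allow. Chance and the groups cannot be told apart by this count, because 10 splits are too few. If a different growth of the cultures were the whole cause of the rise of these 3 genes, their difference between the groups would vanish at an equal level of the cell cycle genes. With the mean log2 CPM of the 13 cell cycle genes with an identifier as a term in edgeR, the log2 fold change of Il1rl1 was 5.32 with a standard error of 0.46, that of Htr2a 2.11 with 0.18 and that of AABR07049085.1 1.64 with 0.16. These 13 genes have an identifier because the article lists them as different between the groups. When each of them was left out of the term in turn, its own log2 fold change with the term of the others was between -0.30 and 0.32, against 0.99 to 1.76 without a term. With the term of all 13 and each sample left out in turn, the log2 fold change was from 4.47 to 5.65 for Il1rl1, from 1.80 to 2.23 for Htr2a and from 1.47 to 1.81 for AABR07049085.1, which argues against growth as the whole cause for these genes. Their adjusted p with this term was 0.31, 0.31 and 0.35 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and 0 genes had one under 0.05 against 993 past the unadjusted thresholds, in a fit with 1 term more over the same 6 samples. A different share of nerve fibroblasts or of Schwann cells could also raise these genes. The lists of marker genes had an identifier for 35.0% of the fibroblast genes and 10.0% of the Schwann cell genes, below the 80% needed. A gene has an identifier only where the article lists it, or a transcript of it, as different between the groups. The 80% was therefore out of reach unless most markers differed, and this rule could not decide the question. These explanations cannot be told apart from an effect of diabetes on the SCs. The cell cycle list had an identifier for 65.0% of its genes and was not tested as a set, so for other genes the growth of the cultures cannot be told apart from the diabetes either. The glucose in the culture differed between the groups as well, and no test can part it from the diabetes.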

How the results depend on the processing

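The alternatives were chosen before the data were examined, except counts divided by 4, removal of the length trend and a term for the library totals, which were chosen after seeing the data. No other test in this part was chosen after its result was seen.

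Over 29 single RNAs and 497 comparisons with an alternative, 448 kept their direction and their side of an adjusted p of 0.05, 39 lost an adjusted p under 0.05, of which 35 were fits without 1 sample, and 9 gained one, all with DESeq2. The direction reversed in 1, the transcript ENSRNOT00000079208 of AABR07051308.1, which fell by 3.34 on the log2 scale while its gene rose by 1.23. The other transcript of that gene rose, which is the construction of the gene's count. An adjusted p under 0.05 could be lost only by the 7 genes and the transcript ENSRNOT00000083718, which had one in the reported edgeR test. These RNAs lost it in most of their fits without 1 sample. The 448 are mostly comparisons of RNAs that had none to lose. Of 287 comparisons of a count under an alternative, 250 stayed within 1.5 times the count reported.

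With DESeq2, 1122 genes, 1255 transcripts and 42 lncRNA transcripts had an adjusted p under 0.05, against 7, 11 and 2 with edgeR, 48 lncRNA transcripts were upregulated at the unadjusted thresholds against 31, and 7 lncRNAs of the ceRNA network passed against 3. The cause was not tested on these samples. In simulated counts, DESeq2 found 155 of 200 changed genes with 108 false calls and edgeR 105 with 7, and with a smaller spread between samples DESeq2 found 183 with 100 false calls and edgeR 176 with 25. The filterByExpr filter gave 14 genes with an adjusted p under 0.05, 19 upregulated lncRNA transcripts and 1 lncRNA of the ceRNA network, with fewer genes and transcripts tested. On FPKM values with limma, 1, 1 and 1 lncRNAs of that network passed with a pseudocount of 1, of 0.1 and without the filter, and the cause was not tested. An absolute correlation of at least 0.98 left 3346 pairs of 126070. With the counts of their genes, 1 lncRNA had an adjusted p under 0.05.

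A term for the 3 larger library totals gave 17 genes with an adjusted p under 0.05, and 0 transcripts and 0 lncRNA transcripts, with 2952 transcripts past the unadjusted thresholds, and the cause was not tested.

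Fewer samples changed most counts. Across the 6 fits that each left out 1 sample, from 0 (without T7) to 10 (without T2) genes, from 0 (without T2 or T7) to 15 (without C10) transcripts and from 0 to 1 lncRNA transcripts had an adjusted p under 0.05 with edgeR. From 67 (without T2 or T7) to 81 (without C5) lncRNA transcripts passed the unadjusted thresholds, of which 43 (without T4 or T7) to 60 (without C5) were downregulated. Of the genes listed under the named terms, 76 (without C6) to 107 (without C10) passed, and of the ceRNA lncRNAs, 2 to 4.

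No paired analysis was possible because the groups share no replicate numbers. The tests of 9 marker lists with camera and fry were not run, because 0.0% to 65.0% of a list's genes had an identifier. A marker gene has one only where the article lists it, or a transcript of it, as different between the groups. Low counts limit AABR07054488.1, AABR07030791.1 and AABR07053710.2, with 7 to 26 counts in the control samples.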

Differences from the paper's values

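The comparisons with the article in this part were made with the alternatives set before the data were examined, and settings chosen after seeing the values are named as such.

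The paper states that 32,883 mRNAs were detected. The table of genes holds 32883 genes, and 21416 of them had a count in at least 1 sample. This is a count of the deposited table without a test, and none of the alternatives set before the data were examined was run for it.

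The paper gives 164 differentially expressed lncRNAs, and 104 of these transcripts passed the same thresholds with edgeR. With DESeq2, 155 passed, and no other of the alternatives set before the data were examined closed the gap. Removal of the length trend, chosen after seeing the values, gave 112, within 1.5 times the paper's number. For upregulated lncRNAs the paper gives 51, against 31 here and 48 with DESeq2, which alone closed the gap. For downregulated lncRNAs the paper gives 113, against 73 here. DESeq2 with 107 and upper-quartile normalization with 77 closed that gap, and the others set before the data were examined did not. Removal of the length trend, chosen after seeing the values, gave 82 and closed it as well.

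The paper's co-expression network holds 1,511 mRNAs, against 2342 genes here. The methods describe that network as built on WGCNA, which was not repeated here, and the genes here were joined with the threshold of 0.8 that the methods give for the ceRNA network, applied here to the absolute correlation. With an absolute correlation of at least 0.98, 1546 genes were left, and the other alternatives did not close the gap. The paper gives AABR07064099.1 a degree of 78, against 481 here on log2(CPM + 1) with that threshold. On normalized counts without a log, at the lowest correlation used from Supplementary Table S7 and over the genes past the thresholds of DESeq2, its degree was 84. This combination of settings is not among the alternatives set before the data were examined.

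Among the lncRNAs of Fig. 5B, the paper counts all as altered in RNA-seq, and 6 of 8 transcripts passed the unadjusted thresholds here. All 8 passed with DESeq2, and 7 with limma on log2(FPKM + 0.1). Of the settings chosen after seeing the values, a term for the library totals gave 8, and counts divided by 4 and removal of the length trend gave 7 each. Of the 7 lncRNAs of Fig. 8B, 3 passed here and 7 with DESeq2.

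Fig. 5B shows AABR07051308.1 as lower in diabetic rats. One transcript of this gene fell by 3.34 on the log2 scale, the other rose from 0 counts in the control samples, and the gene rose by 1.23. The paper counts more lncRNAs with a degree of at least 45 than the 8 found in Supplementary Table S7.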

Other observations

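In this part, the tests on isoforms where the rest of the gene moved and on reordered samples were set before their results were seen. So was the count of splits for genes with an adjusted p under 0.05. The edgeR fits with each sample left out in turn were among the alternatives set before the data were examined. All other tests were chosen after.

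Another split of the samples separated as many genes as the control and diabetic groups did. C5, C6 and T4 against C10, T2 and T7, which are the 3 larger and the 3 smaller library totals, gave 2660 genes past the unadjusted thresholds, against 2342 for the groups, so 2 of the 10 splits gave as many. The remaining splits gave 302 to 550. With DESeq2 this split gave 3224 genes at the unadjusted thresholds and 1474 with an adjusted p under 0.05, against 2899 and 1122 for the groups, so again 2 of the 10 splits gave as many in each count. Among transcripts it gave 2905 against 2626, and 2 of the 10 splits gave as many. With edgeR's adjusted p under 0.05, this split gave 0 genes and 2 transcripts, and 1 of the 10 splits gave as many transcripts as the 11 of the real one. With 10 splits, chance and the groups cannot be told apart by these counts. The split shared 158 genes with the comparison of the groups. C5, C6 and T4 also had the 3 lowest scores on the second principal component, which held 31.0% of the variance.

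If sampling noise from the library size were the source of this split, genes with many counts would pass less often than the others. Of the 10101 genes with a mean of at least 1000 counts, 18.8% passed, against 8.4% of the others, which argues against it. Once each sample's trend with gene length was removed, 2550 genes still passed, of which 2309 were the same, which argues against length bias as the whole cause. With a term for the larger and the smaller library totals, 2762 genes passed between the groups and 17 had an adjusted p under 0.05, and 2952 transcripts passed and 0 had an adjusted p under 0.05. The source of the split stays open, a batch of cultures or sequencing may be one, and no biological explanation was tested because the labels name none.

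Of the 164 lncRNA transcripts, at most 8 passed the unadjusted thresholds in a split other than the real one, against 104. The real split was therefore the 1 of the 10 that gave as many, also for the 2 with an adjusted p under 0.05, for the genes of the named terms (117 against at most 17), and for the lists of qRT-PCR mRNAs, qRT-PCR lncRNAs and ceRNA lncRNAs, each with 1 of 10. These lists were chosen on the real split, so these counts say nothing about chance.

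Among the 59 lncRNA transcripts past the unadjusted thresholds whose gene has at least 10 counts on other isoforms, the rest of the gene moved in the opposite direction for 18. For these, a shift of reads between isoforms in the quantification and a change in splicing cannot be told apart, since the counts do not show which reads were shared. For 45 transcripts the other isoforms had fewer than 10 counts together, which argues against such a shift for these.

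Reordering the samples within each group left a median of 109631 lncRNA-mRNA pairs, 87.0% of the number in the true order. Most of these orders leave some samples in place. The 4 orders that moved every sample gave 102835 to 107286 pairs, 81.6% to 85.1% of the number in the true order, which is consistent with the group difference, for which the RNAs were selected, giving most of the correlations. The true order gave more pairs than each other order, and after subtraction of the group means 46912 pairs against a median of 38430, so part of the pairs may follow differences between single samples.

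The degree of AABR07064099.1 may rest on T2, a single sample far from the others, because 13.1% of its 84 pairs remained above the correlation threshold without T2 and 100.0% without any other sample. For all lncRNAs together, 96.9% of the 3329 pairs remained without T2. That limit lies below the correlation at which the pairs were chosen, so this share does not show robust degrees. Whether the level in T2 reflects the animal or the culture was not tested.

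Among genes chosen after their values were seen, Mki67 and Top2a, which are expressed in dividing cells, were higher in the diabetic group. Top2a had raw counts of 5850 in C5, 8208 in C6, 4043 in C10, 32292 in T2, 9415 in T4 and 10850 in T7. Mki67 had 7266 in C5, 11399 in C6, 5465 in C10, 35323 in T2, 12271 in T4 and 14572 in T7. In normalized counts its groups overlapped, with 11340 in C6 and 10769 in T4. The log2 fold change of Mki67 was 1.38 with a standard error of 0.52, and its adjusted p was 0.35 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With each sample left out in turn, the log2 fold change of Mki67 was between 0.67, without T2, and 1.70, without C6.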
